# Transcriptome Profiling of the Theca Interna in Transition from Small to Large Antral Ovarian Follicles

**DOI:** 10.1371/journal.pone.0097489

**Published:** 2014-05-15

**Authors:** Nicholas Hatzirodos, Katja Hummitzsch, Helen F. Irving-Rodgers, Raymond J. Rodgers

## Abstract

The theca interna layer of the ovarian follicle forms during the antral stage of follicle development and lies adjacent to and directly outside the follicular basal lamina. It supplies androgens and communicates with the granulosa cells and the oocyte by extracellular signaling. To better understand developmental changes in the theca interna, we undertook transcriptome profiling of the theca interna from small (3–5 mm, n = 10) and large (9–12 mm, n = 5) healthy antral bovine follicles, representing a calculated >7-fold increase in the amount of thecal tissue. Principal Component Analysis and hierarchical classification of the signal intensity plots for the arrays showed no clustering of the theca interna samples into groups depending on follicle size or subcategories of small follicles. From the over 23,000 probe sets analysed, only 76 were differentially expressed between large and small healthy follicles. Some of the differentially expressed genes were associated with processes such as myoblast differentiation, protein ubiquitination, nitric oxide and transforming growth factor β signaling. The most significant pathway affected from our analyses was found to be Wnt signaling, which was suppressed in large follicles via down-regulation of *WNT2B* and up-regulation of the inhibitor *FRZB*. These changes in the transcriptional profile could have been due to changes in cellular function or alternatively since the theca interna is composed of a number of different cell types it could have been due to any systematic change in the volume density of any particular cell type. However, our study suggests that the transcriptional profile of the theca interna is relatively stable during antral follicle development unlike that of granulosa cells observed previously. Thus both the cellular composition and cellular behavior of the theca interna and its contribution to follicular development appear to be relatively constant throughout the follicle growth phase examined.

## Introduction

The mammalian ovary produces oocytes for fertilization and the hormones estradiol and progesterone. Oocytes mature in ovarian follicles surrounded by pregranulosa cells at the primordial follicle stage and by granulosa cells which start replicating at the primary follicle stage. Both cell types are surrounded and separated from the ovarian stroma by the follicular basal lamina. At about the time when a fluid-filled antrum forms in the middle of the follicle, a specialized thecal layer differentiates within the stroma adjacent to the follicular basal lamina. The major functions of the thecal layer are to produce androgens, which are used by granulosa cells for estradiol synthesis, and to supply nutrients and structural support for the growing follicle. This layer can be divided into the theca interna, which contains the fibroblasts, endothelial cells, immune cells and androgen-producing cells, and the theca externa, which contains fibroblast-like cells and larger vasculature elements.

The early stages of thecal cell recruitment from ovarian stromal cells and differentiation into functional thecal cells are considered to be controlled by paracrine factors secreted by granulosa cells and oocytes (reviewed in [1], [2]). After the primary follicle stage, it has been suggested that stem cells located in the stroma [3]–[5] are induced to proliferate by stem cell factor [6] and insulin-like growth factor-1 (IGF-1) [7], which are both secreted by the granulosa cells, and oocyte-secreted factors such as growth differentiation factor 9 [3], [8]–[10]. The steroidogenic cells of the theca interna express luteinizing hormone receptor (LHCGR) and the enzymes necessary for the production of androgens including: cholesterol side-chain cleavage enzyme (CYP11A1), 3β-hydroxysteroid dehydrogenase (HSD3B) and 17α-hydroxylase (CYP17A1) [11]. They also express insulin-like factor 3 (INSL3) [12]. The proliferation, differentiation and steroidogenesis of the steroidogenic cells in the theca interna is mainly under the external control of luteinizing hormone (LH) which is secreted by the anterior pituitary [13], [14]. Recently it has been shown in thecal cell cultures, that INSL3 might play a role in maintaining androgen synthesis, while bone-morphogenetic proteins (BMPs) can act as suppressors of androgen production by inhibiting INSL3 action [15]. Activin can also suppress androgen synthesis [16] and inhibins can antagonize BMP [15] and activin actions [16]. The steroidogenic cells continue to produce androgen continuously until ovulation providing sufficient precursors for the increasing production of estradiol by the granulosa cells.

The development of a healthy follicle with the opportunity to ovulate depends on a sufficient supply of hormones, e.g. gonadotropins and growth factors, and oxygen and metabolites via the blood stream. Early follicle stages depend upon the vascular system of the ovarian stroma for their supply, whereas antral follicles have an autonomous capillary network provided by the theca interna and externa [17], [18]. The establishment of the thecal vascular network is induced and regulated by granulosa cell-secreted factors such as vascular endothelial growth factor (VEGF), basic fibroblast growth factor (FGF2), epidermal growth factor, IGF-1 and transforming growth factor β (TGFβ) (reviewed in [18]). The mRNA for VEGF and its receptor, FGF2 receptor and IGF-1 receptor have been shown to be expressed in the bovine theca interna and increase with further development of the antral follicle [19], [20]. Furthermore, receptors for angiotensin II, a vasoconstrictor, are expressed in the theca interna and even stronger in the theca externa of the bovine ovary [21], [22].

In small antral follicles (<5 mm), two types of follicles have been classified based upon the appearance of the follicular basal lamina in electron microscopic studies, in particular, follicles with an aligned or a loopy basal lamina [23]. Interestingly, antral follicles larger than 5 mm show only the aligned basal lamina type. The morphology of the follicular basal lamina at this stage has been linked to oocyte competence [24]. Additionally the shape of the basally-situated granulosa cells is related to the basal lamina phenotype with rounded cells present in follicles with an aligned basal lamina and columnar cells in follicles with a loopy basal lamina [23].

Microarray analysis of bovine preovulatory follicles before and after LH surge showed that only 2% of the 11,000 genes expressed in preovulatory follicles were differentially expressed in cells of the theca interna after the LH surge [25]. Genes involved in steroidogenesis (*CYP17A1, CYP11A1, HSD3B1, STAR*), gonadotropin receptors (*LHCGR*) and cell proliferation/cycle (*CCND2, PCNA*) were down regulated, whereas pentraxin 3 (*PTX3*) and TIMP metallopeptidase inhibitor 1 (*TIMP1*) were up regulated after LH surge [25]. Furthermore, these cells appeared to be less affected by the LH surge than the corresponding granulosa cells [25].

To further investigate the changes which occur in the theca interna during antral follicle development but prior to the effect of LH, we collected cells from the theca interna from small healthy follicles of both follicular basal lamina types (3–5 mm) and large (9–12 mm) healthy bovine follicles and identified differentially expressed genes by microarray analyses.

## Materials and Methods

### Bovine ovarian follicle selection

Pairs of ovaries were collected from non-pregnant cycling *Bos taurus* heifers at an abattoir (T&R Pastoral, Murray Bridge, SA, Australia). Follicles in two size ranges of external diameter (3–5 mm and 9–12 mm) as measured by callipers corresponding approximately to the stages of pre- and post-deviation were dissected for classification and analysis. Granulosa cells were scraped from each follicle with a Pasteur pipette tip, previously blunted by heating with a Bunsen burner, and the granulosa cells were removed. The theca interna was then dissected from the follicle wall under a Zeiss Stemi D4 stereomicroscope (Zeiss Pty Ltd., North Ryde, NSW, Australia) in ice-cold Hank's balanced-salt solution with Mg^2+^ and Ca^2+^ (Sigma-Aldrich, Castle Hill, NSW, Australia) and stored at −80°C prior to RNA extraction. An excised portion of the follicle wall (2×2×2 mm) was taken prior to granulosa and thecal cell removal and fixed in 2.5% glutaraldehyde in 0.1 M phosphate buffer for histological assessment. Follicles were classified as healthy or atretic based upon the morphology of the membrana granulosa and the presence or absence of apoptotic cells, as previously described [23], [26]. Healthy follicles were chosen for further analysis and the small follicles were classified into rounded or columnar as determined by the shape of the granulosa cells forming the layer closest to the follicular basal lamina [23].

### RNA preparation and microarray analyses

RNA was extracted from thecal cells by the Trizol method (Life Technologies, Mt Waverley, VIC, Australia). Briefly, each thecal sample was homogenized in 1 ml of Trizol with 1.4 mm ceramic beads in a Precellys 24 Bead Mill Homogenizer (Omni International, Kennesaw, Georgia, USA) with two 10 s cycles of 6,000 rpm each. The samples were then extracted with 200 µl of chloroform and the aqueous phase was purified through a Qiagen RNEasy mini prep column (Qiagen, Hilden, Germany) according to the manufacturer's instructions. Five µg of RNA was treated to remove genomic DNA contamination with 2 units of DNAse 1 (Ambion/Life Technologies) prior to labeling for microarray analysis. All RNA samples were found to have a RNA integrity number ≥8 when assessed by microfluidic analysis on a 2000 BioAnalyzer (Agilent, Santa Clara, CA, USA).

DNAse-treated RNA (100 ng) was labeled using the 3′IVT Express labeling kit (Affymetrix, Santa Clara, CA, USA). In brief, the RNA was reverse transcribed using a T7 oligo dT primer followed by second strand synthesis. *In vitro* transcription reactions were performed in batches to generate biotinylated cRNA targets, which were subsequently chemically fragmented at 95°C for 35 min. Ten µg of the fragmented, biotinylated cRNA was hybridized at 45°C for 16 h to Affymetrix GeneChip Bovine Genome Arrays, which contain 24,027 probe sets representing over 23,000 transcripts and variants, including 19,000 UniGene clusters. The arrays were then washed and stained with streptavidin-phycoerythrin (final concentration 10 µg/ml). Signal amplification was achieved by using a biotinylated anti-streptavidin antibody. The array was then scanned according to the manufacturer's instructions (Affymetrix GeneChip Expression Analysis Technical Manual). The arrays were inspected for defects or artefacts. The array data was converted to CEL file format for analysis.

### Microarray data analysis

The quality control for the cDNA labeling was determined by the use of internal array controls. The array data were subjected to Robust Multi-Array Average summarization [27] and quantile normalization [28] which was considered to be statistically appropriate treatment for normally distributed data for arrays of this size (greater than 20,000 probe sets). Probe sets were filtered such that only those with a log_2_ signal intensity of >3.0 for ≥50% of the arrays of one follicle type were considered to be above the detection threshold. The fold change determination and statistical analysis of the data were performed as detailed previously in [29]. The microarray CEL files, normalized data and experimental information have been deposited in the Gene Expression Omnibus [30], and are available by the accession number GSE49505.

Function, pathway, network and upstream regulator analysis were conducted in IPA and GOEAST similarly as described in previous studies [29], [31].

### Measurement of gene expression by quantitative RT-PCR

Total RNA (200 ng) from the theca interna of small and large healthy follicles (n = 7 and n = 4) was extracted and used to synthesize cDNA similarly as detailed previously [32]. Real time RT-PCR assays were designed against nine genes using web based software and quantitative RT-PCR was performed as further described in [32]. The sequence information of the primers used for quantitative RT-PCR is shown in Table 1.

**Table 1:** Primer sequences used for qRT-PCR.

Gene Name	Gene Symbol	GenBank Accession No.	Forward Primer (5′- 3′)	Reverse Primer (5′- 3′)	Product Size (bp)
Glyceraldehyde 3-phosphate dehydrogenase	*GAPDH*	XR_027767	ACCACTTTGGCATCGTGGAG	GGGCCATCCACAGTCTTCTG	76
Peptidylprolyl isomerase A (cyclophilin A)	*PPIA*	NM_178320.2	CTGGCATCTTGTCCATGGCAAA	CCACAGTCAGCAATGGTGATCTTC	202
Frizzled-related protein	*FRZB*	NM_174059	GTGAGCCCGTTCGCATTC	GGTTGGGCATCTTAGTCATGTTC	63
Insulin growth factor binding protein 3	*IGFBP3*	NM_174556	CGCCTGCGCCCTTACC	TTCTTCCGACTCACTGCCATT	57
Retinoic acid receptor responder (tazarotene induced) 1	*RARRES1*	NM_001075430	AAGCCCCTTGAATGCAGTCA	TGGGTCTCAGAGATGGAGCAA	65
Claudin 11	*CLDN11*	NM_001035055	TGGGTCTGCCGGCTATTCT	GGCCCATTCGGATGCA	57
Aldehyde oxidase 1	*AOX1*	NM_176668	CTGGGAGAGTCTGGGATATTCCT	CGTGCTGCCCTTATTGCAT	71
Latent TGFβ binding protein 1	*LTBP1*	NM_001103091	GATTTGGGCCAGATCCTACCT	CGGTAACACGGCCCTTTCT	79
Wingless-type MMTV integration site family, member 2B	*WNT2B*	NM_001099363	CGGACTGACCTGGTCTACTTTG	AGGGAACCTGCAGCCTTGT	67
Cyclin E2	*CCNE2*	NM_001015665	CCTCATTATTCATTGCTTCCAAAC	TTCACTGCAAGCACCATCAG	89
Centromere protein F, 350/400 kDa (mitosin)	*CENPF*	XM_002694283	CGACATCCCAACCGGAAAG	TTGGAGGTCTCGGTGAGATTTT	141

## Results and Discussion

### Statistical analyses of differentially expressed genes

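The theca interna is the inner layer of the follicle wall, which makes androgens and carries the blood vessels of the follicle. RNA of this layer, taken from bovine follicles after the granulosa cells had been scraped away, was hybridised to 1-colour Affymetrix bovine arrays. The 14 arrays compared here are from 10 small healthy follicles, 5 with rounded and 5 with columnar basal granulosa cells, and from 4 large healthy follicles. A further large follicle that the paper examined is not analysed here, and 5 further arrays of small atretic follicles enter none of the comparisons at the conclusions. The paper gives the large follicles as 9 to 12 mm and the sample records as over 9 mm. For every thecal sample the paper describes Trizol followed by an RNeasy column and 100 ng of RNA for labelling, whereas the sample records name these reagents for the large follicles only, a RNeasy mini kit for the small healthy ones, and 2 to 5 µg of RNA.
Poly-A control transcripts, bacterial RNAs added before labelling, had a mean log2 signal of 6.02 ± 0.29 (SD, n = 4) on the large and 4.68 ± 0.25 (SD, n = 10) on the small healthy arrays. This difference of 1.34 had an exact permutation p of 9.99e-04, two-sided, the smallest that the 1001 splits of these arrays can give. Hybridization controls, added after labelling, differed by 0.16 (exact permutation test, p = 0.0599).
The authors summarised the signals by RMA with quantile normalization in Partek and deposited log2 values with 1 decimal, so the distributions of the arrays are nearly the same, with medians of 3.8 to 3.9. From there, 15570 of the 24127 probe sets were tested, those above a log2 signal of 3 on at least 50% of the arrays of rounded, columnar or large follicles, without the 111 control probe sets. The linear model and empirical Bayes test of limma were used with Benjamini-Hochberg adjustment, and a probe set was called at an adjusted p under 0.05 with at least a 2-fold change. The groups, this test, 20 gene lists and the rule for the genes named were set before the data were examined. So were the alternatives, with the exceptions given next. The removal of the control probe sets was settled afterwards, as was the counting of rounded, columnar and large as the follicle types of the filter. Fits with the control probe sets kept, with a signal of exactly 3 as detected or with small follicles as 1 type were chosen afterwards. So were the fit without the arrays with the highest CYP19A1, a granulosa cell gene, and the count of qRT-PCR genes with its alternatives. Nothing in the paper or the sample records says that each array is a separate animal, so the p-values measure only the spread between these follicles. The number of arrays limits the precision, and the median half-width of the 95% interval of a log2 difference was 0.27 between large and small follicles.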

Theca interna from two groups of healthy follicles, small (n = 10) and large (n = 5), were histologically classified as described in the methods and examined by microarray analysis of gene expression. The small healthy follicles were sub-classified into two groups possessing either columnar (n = 5) or rounded (n = 5) basally-situated granulosa cells. 

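Genes of androgen production had overlapping levels in the theca of follicles with rounded and with columnar granulosa cells. CYP17A1, the enzyme that turns progestagens into androgens, had a log2 signal of 7.10 ± 1.24 (SD, n = 5) in rounded and 7.56 ± 0.70 (SD, n = 5) in columnar follicles. STAR, which carries cholesterol into mitochondria, was 8.20 ± 1.48 (SD, n = 5) in rounded and 8.42 ± 1.24 (SD, n = 5) in columnar follicles, and LHCGR, the receptor for LH, was 3.62 ± 0.34 (SD, n = 5) in rounded and 3.84 ± 0.59 (SD, n = 5) in columnar follicles. The mean of 30 genes of the cell cycle and DNA replication was 6.72 ± 0.79 (SD, n = 5) in rounded and 7.07 ± 0.71 (SD, n = 5) in columnar follicles. In a limma fit of the rounded, columnar and large groups, 0 of 15570 probe sets passed an adjusted p under 0.05, with 360 at an unadjusted p under 0.05. The test named by the paper also called 0, with 416 at an unadjusted p under 0.05. The smallest adjusted p from limma was 0.996, and 28 probe sets differed at least 2-fold without passing it. The 95% interval of the difference excluded a 2-fold change for 95.6% of the probe sets.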

The original analysis across the three groups by one-way ANOVA did not indicate any gene differences with a minimum two-fold change and False Discovery Rate (FDR) of *P*<0.05 between the two healthy sub-groups, therefore these were treated as a single group for further analyses.

Principal Component Analysis (PCA) mapped the overall differences in gene expression between the individual arrays as shown in Fig. 1. There was some degree of relatedness based on follicle size detected by this analysis and by hierarchical clustering (Fig. S1), however, the overall differences were not as distinct when compared with granulosa cells in a similar study in our laboratory [31]. This suggests that the theca has a relatively stable transcriptional profile during antral follicle development up to the period where follicle growth becomes largely under the control of LH. 

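Among groups of genes, the mean of those of fibroblasts and fibrillar matrix separated the arrays by follicle size, that of those stimulated by interferon differed with some overlap, and that of thecal steroidogenesis did not pass the test. The mean log2 signal of the fibroblast and matrix genes was 7.82 ± 0.13 (SD, n = 4) in large and 7.31 ± 0.12 (SD, n = 10) in small follicles (exact permutation test, p = 9.99e-04). That of the interferon-stimulated genes was 5.99 ± 0.20 and 5.33 ± 0.27 (exact permutation test, p = 0.00200). Adjusted over the 18 measures compared between the arrays, these exact p values became 0.00899 and 0.0120. On the same large arrays the means of the immune, smooth muscle and endothelial markers were higher by 0.59, 0.46 and 0.38, none of which passed an exact permutation test when adjusted over the 18 measures. The steroidogenic genes had means of 7.84 ± 0.52 and 7.69 ± 0.39 (exact permutation test, p = 0.550). Over the 14 healthy arrays the first principal component held 26.7% and the second 14.0% of the variance. Scores on the first ran from 19.1 to 134 in large and from -133 to 77.9 in small follicles, so the groups overlapped although their means differed (exact permutation test, p = 0.0140). The division into large and small follicles accounted for 20.9% of the variance of the tested probe sets (exact permutation test, p = 0.00999). The mean over all splits of the arrays was 7.69%. The sample records, unlike the paper, name other RNA reagents for the large follicles. By these records size and RNA preparation cannot be told apart in this share. The median correlation across probe sets, which are not independent replicates, was 0.987 between small follicles, 0.983 between large follicles and 0.981 between the groups.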

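For genes that mark the androgen-producing cells, the intervals of the difference between large and small follicles were of unequal width. INSL3, a peptide hormone of theca cells, had a log2 difference of 0.23 (95% interval -0.09 to 0.54) and CYP11A1, which begins steroid synthesis from cholesterol, one of -0.12 (95% interval -0.51 to 0.28). Both intervals exclude a 2-fold change, as does that of the reference gene GAPDH, at -0.05 (-0.25 to 0.15). The intervals of CYP17A1, -1.08 to 1.32 around 0.12, and of STAR, -1.26 to 1.84 around 0.29, do not. Over all 15570 probe sets the interval excluded a 2-fold change for 91.1% and a 1.5-fold change for 68.9%. From the limited separation of the arrays by follicle size, set against that of granulosa cells, the paper proposes that the theca keeps a relatively stable transcriptional profile until LH takes control of follicle growth.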

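Transcripts known from granulosa cells differed between the large follicles analysed here. CYP19A1, the aromatase that converts androgens to estrogens, had log2 signals of 1.9, 5.8, 3.7 and 3.3 in large replicates 1 to 4. In the small follicles it was 3.9 in columnar replicate 1 and 1.8 to 2.3 in the other 9. INHBA, a subunit of activin and inhibin, was 10.3 in large replicate 2 against 6.7 to 8.6 in the other large follicles, and 9.1 in columnar replicate 1. FST, the activin-binding protein follistatin, was 10.2 in large replicate 2 against 7.5 to 9.0 in the other large follicles. FSHR, the receptor for FSH, had means of 2.05 ± 0.29 in large and 2.06 ± 0.39 in small follicles and lay below the detection filter. FSHR was therefore not tested. The other genes did not pass limma's test between large and small follicles. Their log2 fold changes were 1.495 (SE 0.51, adjusted p = 0.109) for CYP19A1, 1.04 (SE 0.54, adjusted p = 0.244) for INHBA and 0.13 (SE 0.37, adjusted p = 0.854) for FST. CYP19A1 was called, with 2.09, when large replicate 1 was left out, but 9 of the 10 small follicles lay below the log2 signal of 3 of the detection filter, so the size of its difference is uncertain in both fits. Of 9 measured granulosa cell markers, NR5A2, a regulator of steroidogenesis, was higher in large follicles, 0.90 (SE 0.22, adjusted p = 0.0404), and AMH, an inhibitor of follicle recruitment, was lower, -0.66 (SE 0.16, adjusted p = 0.0332), both by less than 2-fold. The mean of NR5A2 in small follicles, 2.78, lay below the log2 signal of 3 of the filter. The size of its change is therefore uncertain. The other 7 markers did not pass. Of all 9, 2 were higher and 1 was lower when adjusted over the list alone. As a set the markers did not differ by camera (adjusted p = 0.333, and adjusted p = 0.725 with an estimated correlation).

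**Figure D1:**
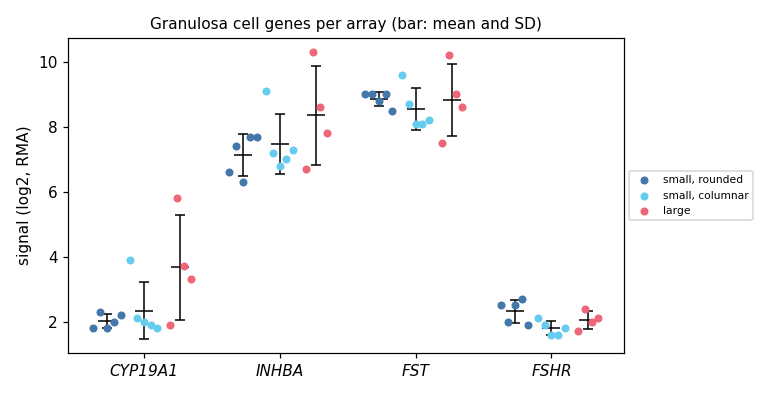
Log2 RMA signal of CYP19A1, INHBA, FST and FSHR in the theca interna of each follicle, as dots by group (small rounded, small columnar, large), with the mean and SD as bars. Large replicate 2 has the highest CYP19A1 (5.8), INHBA (10.3) and FST (10.2), and FSHR lies between 1.6 and 2.7 in small and between 1.7 and 2.4 in large follicles.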

One thecal sample, TLH4, was found to have relatively high expression levels of granulosa- specific genes such as *CYP19A1*, *FSHR*, *INHBA* and *FST*, and was therefore considered to be contaminated by granulosa cells and excluded from further analyses.

**Figure 1:**
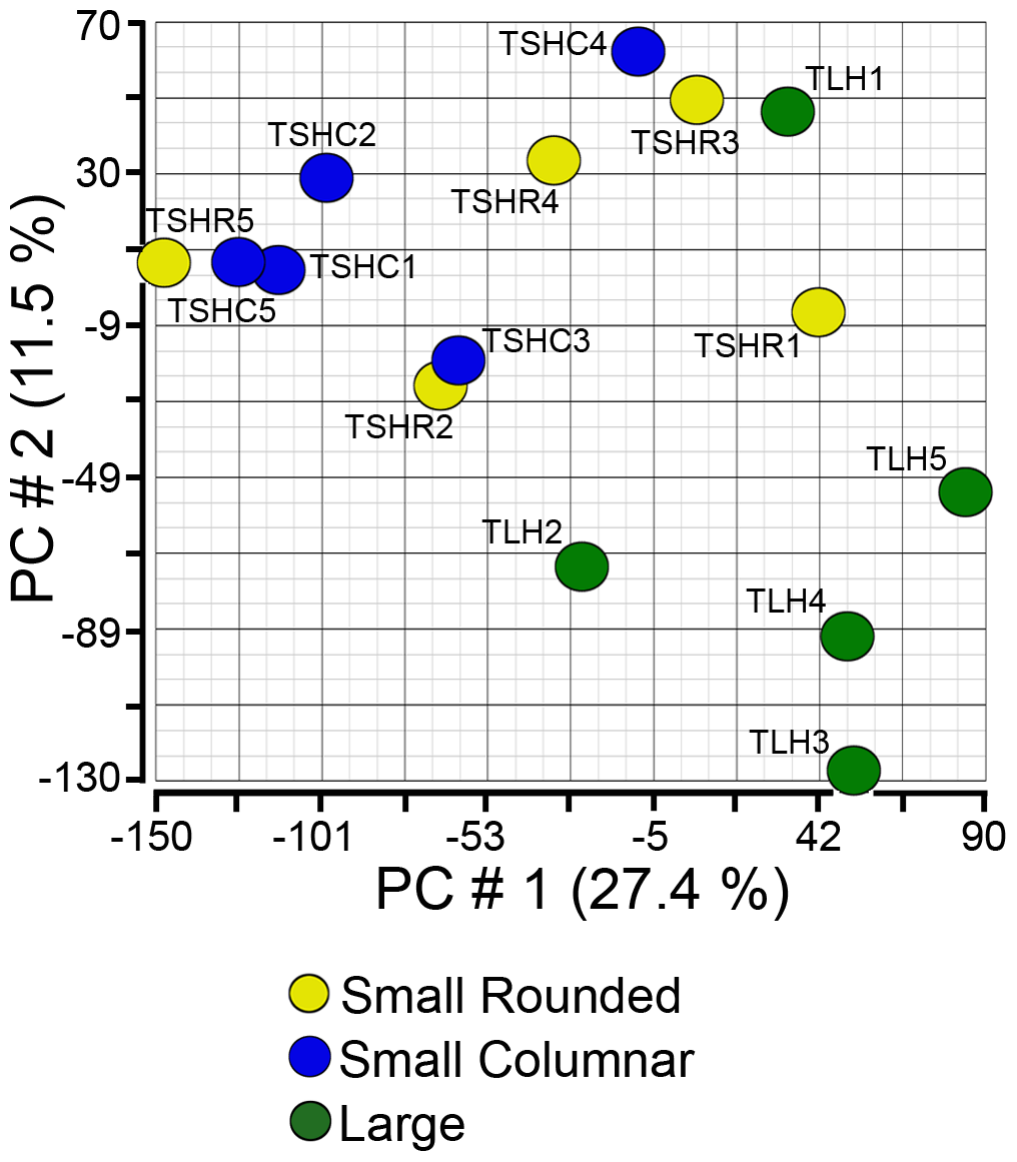
Unsupervised PCA of arrays for thecal cells from small and large healthy follicles. The graph is a scatter plot of the values for the first (X) and second (Y) principal components based on the correlation matrix of the total normalized array intensity data. Abbreviations are thecal small healthy rounded (TSHR), thecal small healthy columnar (TSHC) and thecal large healthy (TLH).

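In the theca interna of large follicles 98 probe sets were higher and 12 were lower than in small healthy follicles by limma. The higher probe sets belong to 70 named genes and the lower ones to 6, with SPTBN1, a spectrin of the cell cortex named after its values were seen, on both sides through different probe sets, and 27 called probe sets have no single gene name. NRIP3 had log2 signals of 7.13 ± 0.69 (SD, n = 4) in large and 4.62 ± 0.64 (SD, n = 10) in small follicles, a log2 fold change of 2.51 (SE 0.35, limma's adjusted p = 0.00175). Among the called genes, MYOC, the secreted protein myocilin, had a log2 fold change of 1.78 (SE 0.37, adjusted p = 0.0193), CDH13, a cadherin without a cytoplasmic part, one of 1.62 (SE 0.28, adjusted p = 0.00815), and ADCY2, an adenylyl cyclase, one of 1.5 (SE 0.26, adjusted p = 0.00816). NRIP3 and CDH13 were above every small follicle in each of the 4 large ones, but MYOC, CDH13 and ADCY2 lost their calls against rounded follicles alone (1.65, 1.53 and 1.37), and MYOC also without large replicate 4 (1.60). Of 19 gene lists tested, 8 shifted by camera, 7 of them up in large follicles and the cell cycle genes down, and 0 with an estimated correlation, where the smallest adjusted p was 0.0665. The poly-A controls were also 1.34 higher on the large arrays. By the sample records the RNA reagents differed with follicle size, so size and RNA preparation cannot be told apart in these calls. The 110 calls became 12 against rounded and 90 against columnar follicles alone, and 54 without large replicate 4, 70 without columnar replicate 1 and 72 without columnar replicate 2. They became 54 with the test named by the paper, and 59 without large replicate 2 and columnar replicate 1, a setting chosen after the granulosa cell genes of these arrays were seen.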

A total of 76 probe sets (out of 15,530 detected), representing 57 genes (Table S1), 53 of which were up regulated and 4 down regulated (Table 2), were determined to be differentially expressed between the large and small healthy theca layers (≥2 fold change, FDR *P*<0.05) by ANOVA analysis in Partek. This data set was considerably smaller than the statistically equivalent group generated for granulosa cells for the comparison of large versus small healthy follicles where more than 10% of the probe sets (n = 2714) were differentially regulated [31]. This further supports the assumption that the theca interna is quite stable and does not substantially alter overall gene expression with increasing follicle size to this stage of maturation. 

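Among the genes called higher in large follicles, GAS7, a protein of the cytoskeleton, had a log2 fold change of 1.54 (SE 0.18, limma's adjusted p = 6.92e-04), and WDFY4, which takes part in antigen presentation, one of 1.38 (SE 0.18, adjusted p = 0.00113). SMOC2, a secreted calcium-binding matrix protein, had 1.34 (SE 0.27, adjusted p = 0.0161). Each of the 3 was higher in all 4 large follicles than in any small one, and GAS7 was called in each of the 22 alternatives it was tested in, whereas WDFY4 and SMOC2 lost theirs against rounded follicles alone (1.21 and 1.05), and SMOC2 also without large replicate 3 or 4 (1.26 and 1.26). In small follicles the means of GAS7 (2.66) and WDFY4 (2.97) lay below the log2 signal of 3 of the detection filter. The size of both changes is therefore uncertain. The 110 called probe sets are 0.707% of those tested, and 89.1% of them were higher in large follicles. An adjusted p under 0.05 was reached by 557 probe sets with no limit on the fold change and by 317 with a limit of 1.5-fold. At least a 2-fold change was seen for 244, and 3798 had an unadjusted p under 0.05. Of the called probe sets 25 changed over 3-fold and 8 over 4-fold.

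**Figure D2:**
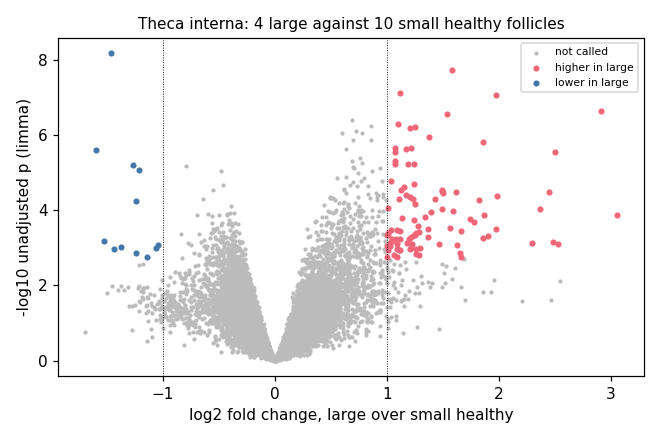
Log2 fold change in large over small healthy follicles (x axis) against -log10 of limma's unadjusted p (y axis) for 15570 probe sets, 1 dot each, with dotted lines at a 2-fold change. The 98 probe sets called higher in large follicles (red) reach 3.06, and the 12 called lower (blue) lie on the left.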

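CLDN11, claudin-11, is a strand-forming protein of tight junctions. Its brighter probe set had log2 signals of 8.03 ± 0.53 (SD, n = 4) in large and 4.97 ± 1.28 (SD, n = 10) in small follicles. The 4 large follicles lay between 7.3 and 8.5 and the 10 small ones between 2.6 and 6.6 (exact permutation test, p = 9.99e-04, the smallest these splits can give). The log2 fold change was 3.06 (SE 0.60, limma's adjusted p = 0.0158), that is 8.31-fold, with a 95% interval of 1.77 to 4.34. The dimmer probe set of CLDN11 had 5.28 ± 0.15 in large and 3.30 ± 0.43 in small follicles, a log2 fold change of 1.98 (SE 0.21, adjusted p = 3.21e-04). EPCAM, an epithelial adhesion protein, was also higher, at 2.98 ± 0.48 in large and 1.79 ± 0.24 in small follicles (1.19 (SE 0.17, adjusted p = 0.00285)), but all 10 small follicles and the large mean lay below the log2 signal of 3 of the detection filter, so the size of this change is uncertain. The call of EPCAM was lost against rounded follicles alone (1.18), and that of the brighter probe set of CLDN11 against rounded follicles alone, where the log2 fold change was 3.07, and without large replicate 4 (2.96), whereas the dimmer one was called in each of the 22 alternatives.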

The most highly up regulated gene was found to be *CLDN11* (8 fold), a known tight junction marker of the blood-brain and blood-testis barriers [33], [34]. The n = 76 data set was uploaded for pathway and network analysis into Ingenuity Pathway Analysis (IPA) and into Gene Ontology Enrichment Analysis Toolkit (GOEAST) software [35].

**Table 2:** Number of probe sets and genes differentially expressed in large healthy follicles with respect to small follicles.

Fold-Change	Probe Sets			Genes		
	Up-regulated	Down-regulated	Total	Up-regulated	Down-regulated	Total
>2	71	7	76	53	4	57
>3	19	1	20	13	1	14
>4	5	0	5	3	0	3

Statistical difference with *P*<0.05 was determined by ANOVA using the step up Benjamini-Hochberg False Discovery Rate method for multiple corrections in Partek Genomics Suite Software.

### Functional and pathway analyses of differentially expressed genes

The expression levels of nine genes selected to include up- and down regulated genes and genes with no change between small and large follicles were determined by qRT-PCR and the results are presented in Fig. 2. 

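On the arrays, AOX1, FRZB, RARRES1, CLDN11, LTBP1 and IGFBP3 were higher in large follicles, WNT2B was lower, and the cell cycle genes CENPF and CCNE2 did not pass limma's test. Each of these 9 genes had an exact permutation p under 0.05 between the 4 large and the 10 small follicles, from 9.99e-04 for AOX1 and FRZB to 0.0459 for CENPF. The reference genes of the PCR had log2 fold changes of -0.33 (SE 0.12, limma's adjusted p = 0.132) for PPIA, cyclophilin A, and of -0.05 (SE 0.09, adjusted p = 0.762) for GAPDH. By the exact permutation test PPIA also had a p under 0.05 (0.03) and GAPDH did not (0.69). Against rounded follicles alone 7 of the 9 had an exact permutation p under 0.05, and 7 to 9 when 1 array was left out. The test of each gene was set beforehand, whereas this count of genes and its alternatives were defined after the data were seen.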

The fold-change data from the arrays and the qRT-PCR experiments (Fig. 2) were highly correlated with each other (Pearson's correlation, *R^2^* = 0.95, *P*<0.001; Fig. S2), indicating that the arrays were correctly identifying differentially expressed genes. Genes which were differentially regulated between large and small follicle theca interna and eligible for network analyses in IPA are listed in Table 3, which consisted of 47 in total, including 45 up and 2 down regulated.

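Among immediate early and stress-induced regulators, RGS2, which limits signaling of G proteins, and CEBPB, a transcription factor induced by gonadotropins, were higher in large follicles. RGS2 had a log2 fold change of 1.74 (SE 0.35, limma's adjusted p = 0.0182) and was above every small follicle in all 4 large ones. CEBPB had one of 1.18 (SE 0.28, adjusted p = 0.0341) and was above them in 2 of 4. Of 22 measured immediate early genes, 4 were higher and 0 were lower at an adjusted p under 0.05 (8 higher when adjusted over the list alone), and 2 of them reached 2-fold. The list shifted up by camera (adjusted p = 2.53e-04), but not with an estimated correlation (adjusted p = 0.332). KLF6, a further early response factor, had 0.99 (SE 0.23, adjusted p = 0.033), just below 2-fold. TOP1, which relaxes supercoiled DNA, had 1.67 (SE 0.44, adjusted p = 0.0498), and NTRK2, the receptor for brain-derived neurotrophic factor, 1.67 (SE 0.36, adjusted p = 0.0258). On this probe set of NTRK2 the mean in small follicles, 2.96, lay below the log2 signal of 3 of the detection filter. The size of its change there is therefore uncertain. A brighter probe set of NTRK2 was at 6.08 ± 1.37 in large and 4.41 ± 0.98 in small follicles. The fold changes and calls given here for NTRK2 are those of the dimmer one. RGS2 and NTRK2 lost their calls against rounded follicles alone (1.43 and 1.65), RGS2 also without large replicate 4 (1.79), and NTRK2 also with the test named by the paper and without large replicate 1, 3 or 4 (1.41, 1.71 and 1.54). The call of CEBPB was lost in 13 and that of TOP1 in 17 of 22 alternatives, with log2 fold changes of 0.85 to 1.38 and 1.21 to 2.32 over them.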

**Figure 2:**
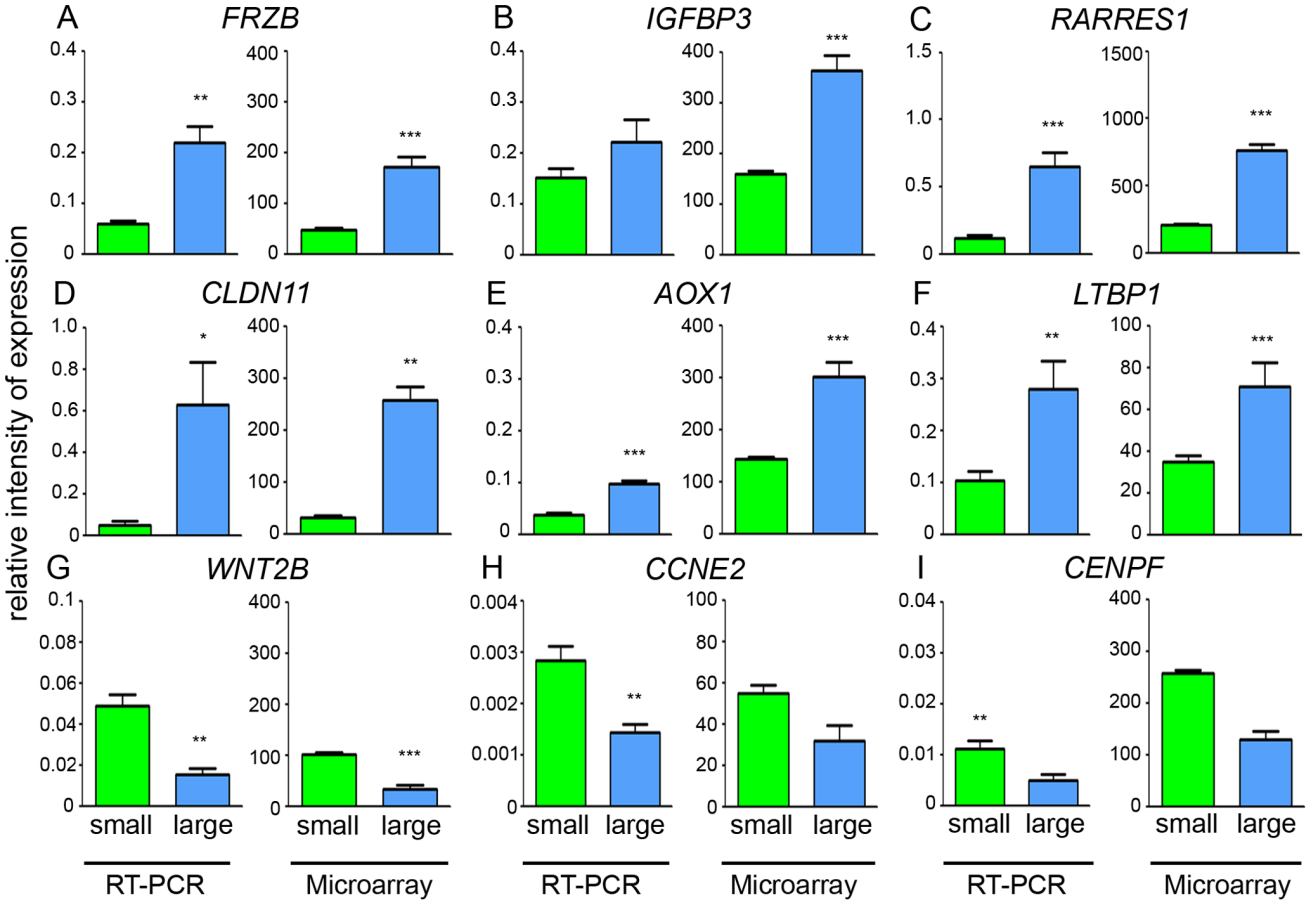
Measurement of gene expression by qRT-PCR. The data are shown as the mean ± SEM (n = 7 for small follicle group, n = 4 for large follicle group). qRT-PCR values were determined from the mean of the ratio of 2^−ΔCt^ of the target genes to cyclophilin A (*PPIA*) and glyceraldehyde phosphate dehydrogenase (GAPDH), and the microarray values are signal intensities (normalized but not log transformed). Significantly different results for qRT-PCR were determined by Student's *t*-test. The *P* values for the microarray results are corrected for multiple testing using the FDR (*P<0.05, **P<0.01 and ***P<0.001).

**Table 3:** Genes which were differentially regulated in large with respect to small healthy follicles.

Gene Symbol	Fold Change	Gene Symbol	Fold Change	Gene Symbol	Fold Change
**Cell Cycle and DNA Replication**					
DYNLT3	2.1	TOP1	3.2		
**Cell Morphology**					
MFAP5	4.0	DES	2.4	CDC42EP3	2.0
**Cytokines, Hormones and Receptors**					
NTRK2	3.1	PTPRB	2.3	CD44	2.1
IL20RA	2.8	IGFBP3	2.3	**WNT2B**	**−3.0**
NOV	2.8				
**Extracellular Matrix and Synthesis**					
LTBP2	3.0	SMOC2	2.5	TNXB	2.2
LTBP1	2.9	COL14A1	2.2		
**Intercellular and Cell to Matrix Adhesion**					
CLDN11	8.2	EPCAM	2.3		
CDH3	2.5	CCDC80	2.1		
**Proteolysis or Inhibition**					
ADAMTSL4	2.2	ANPEP	2.1		
USP7	2.1	EPHX1	2.0		
**Transcription Regulation**					
NRIP3	5.6	GAS	2.9	KLF6	2.0
FBXO32	3.6	ZNF618	2.1		
**Transport**					
RTP4	2.3				
**Other Enzymes**					
LEPREL1	3.0	AOX1	2.1		
P4HA3	2.4	LIPG	−2.7		
**Other Signalling**					
RSPO3	5.5	GBP1	2.7	HSP90AA1	2.2
RARRES1	3.7	CAV1	2.4	HSPB8	2.1
FRZB	3.6	PLN	2.3		
Other					
SCUBE2	2.9	FAM114A1	2.6	CRYAB	2.1
WDFY4	2.6	PLXDC2	2.2		
**Non IPA-annotated genes**					
LOC535166	3.6	TNC	2.3	DCLK1	2.1
RGS2	3.4	CEBPB	2.3	**FAM122B**	**−2.3**
CHD2	2.4	BST2	2.2	**LOC512149///LOC512150**	**−2.4**

Genes were ≥2 fold different with *P*<0.05 between large and small healthy follicles. *P* value determined by Benjamini-Hochberg post-hoc test for multiple corrections following one way ANOVA. Genes are listed in descending order within each functional category. Genes which are down regulated are listed in bold.

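Of 27 measured genes of Wnt signaling, 3 were higher and 1 was lower in large follicles at an adjusted p under 0.05, all by at least 2-fold (4 higher and 2 lower when adjusted over the list alone). Those higher were FRZB, a secreted Wnt antagonist, RSPO3, an R-spondin that strengthens Wnt signals, and CDH3, P-cadherin, and WNT2B, a Wnt ligand, was lower. All 4 are in the paper's Table S1, from the same follicles, so these counts are not independent evidence. The other 23 did not pass limma's test, and 16 of the 27 had a log2 fold change above 0. The median log2 fold change of the list was 0.10. As a set the genes did not shift by camera (adjusted p = 0.156, and adjusted p = 0.404 with an estimated correlation).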

Analysis in IPA and GOEAST to determine canonical pathway and gene ontology (GO) term association showed that some molecules which were differentially regulated between large and small follicles map to the Wnt signaling pathway (Figs 3A and B, respectively). This involved the inhibition of *WNT2B*, which encodes a ligand which can activate the canonical pathway, and activation of *FRZB*, encoding a secreted frizzled receptor which modulates the effect of Wnt ligands by direct interaction and up-regulation of cadherin 3. 

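WNT2B fell in large follicles on both of its tested probe sets. On the brighter one it was 5.08 ± 0.46 (SD, n = 4) in large and 6.67 ± 0.38 (SD, n = 10) in small follicles, a log2 fold change of -1.60 (SE 0.22, limma's adjusted p = 0.00168), and on the dimmer one 3.28 ± 0.22 in large and 4.54 ± 0.37 in small follicles, -1.27 (SE 0.19, adjusted p = 0.00285). FRZB rose from 5.57 ± 0.50 in small to 7.43 ± 0.26 in large follicles, 1.86 (SE 0.24, adjusted p = 0.00133). For these 3 probe sets the 4 large follicles lay outside the range of all small ones (exact permutation test, p = 9.99e-04 each, the smallest these splits can give). CDH3 was 6.28 ± 0.68 in large and 4.88 ± 0.43 in small follicles, 1.40 (SE 0.27, adjusted p = 0.0147), with 3 of 4 large follicles above every small one. FRZB and the brighter probe set of WNT2B were called in each of 22 alternatives. The dimmer probe set of WNT2B was not called against rounded follicles alone, where it was at -1.27, nor CDH3 against rounded or columnar follicles alone (1.42 and 1.38).

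**Figure D3:**
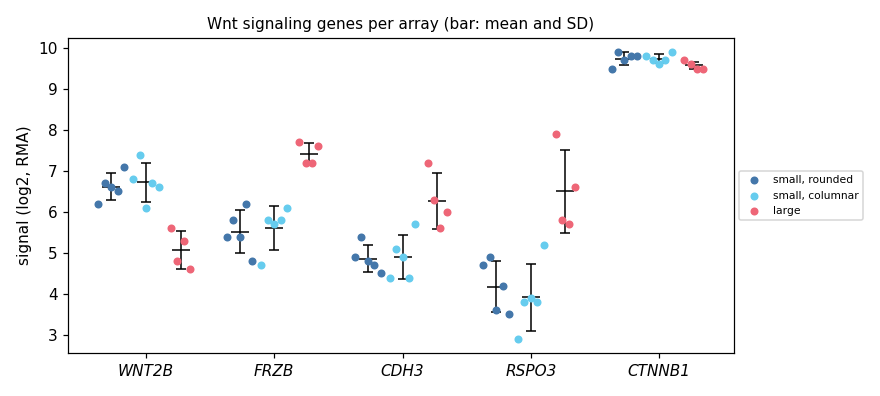
Log2 RMA signal of WNT2B (brighter probe set), FRZB, CDH3, RSPO3 and CTNNB1 in each follicle, as dots by group (small rounded, small columnar, large), with the mean and SD as bars. WNT2B lies lower in the large follicles (mean 5.08) than in the small ones (6.67), FRZB and RSPO3 lie higher, and CTNNB1 is at 9.58 and 9.74.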

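DES, PLN, FBXO32 and USP7 each had a probe set called higher in large follicles. DES, the muscle filament desmin, was 4.93 ± 0.71 (SD, n = 4) in large and 3.68 ± 0.36 (SD, n = 10) in small follicles, a log2 fold change of 1.25 (SE 0.25, limma's adjusted p = 0.0187). PLN, which restrains the calcium pump of muscle, had 1.17 (SE 0.20, adjusted p = 0.00885) on 1 probe set and 0.26 (SE 0.23, adjusted p = 0.505) on the brighter one. FBXO32, a ubiquitin ligase of muscle, had 1.86 (SE 0.43, adjusted p = 0.0306) and 1.63 (SE 0.39, adjusted p = 0.0363) on its probe sets, and USP7, which removes ubiquitin from proteins, 1.10 (SE 0.26, adjusted p = 0.0358). USP7 was at 2.98 ± 0.88 in large and 1.88 ± 0.24 in small follicles, with all 10 small follicles and the large mean below the log2 signal of 3 of the detection filter, so the size of its change is uncertain. Of 12 smooth muscle and pericyte genes, 2 were higher, DES and LMOD1, and 0 were lower (3 higher when adjusted over the list alone), and the list shifted up by camera (adjusted p = 0.00168), but not with an estimated correlation (adjusted p = 0.332). Of 14 genes of vasoactive and nitric oxide signaling, 2 were higher and 1 was lower, also when adjusted over the list alone, and the list did not shift by camera (adjusted p = 0.233). AGTR1, the angiotensin II receptor, had 0.73 (SE 0.19, adjusted p = 0.0499), whereas the endothelial nitric oxide synthase NOS3, chosen after its value was seen, had 0.09 (SE 0.13, adjusted p = 0.698). The call of PLN was lost against rounded follicles alone (1.09). That of DES was lost against rounded and against columnar follicles alone, with means of 3.78 and 3.58 against 4.93 in large follicles. DES also lost its call without large replicate 1 (0.92). USP7 was lost in 11 of 20 alternatives (0.84 to 1.49), and FBXO32 of 22 in 6 on 1 probe set (1.58 to 2.11) and 11 on the other (1.37 to 1.87).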

There were also associations with myoblast differentiation, protein ubiquitination and nitric oxide signaling.

**Figure 3:**
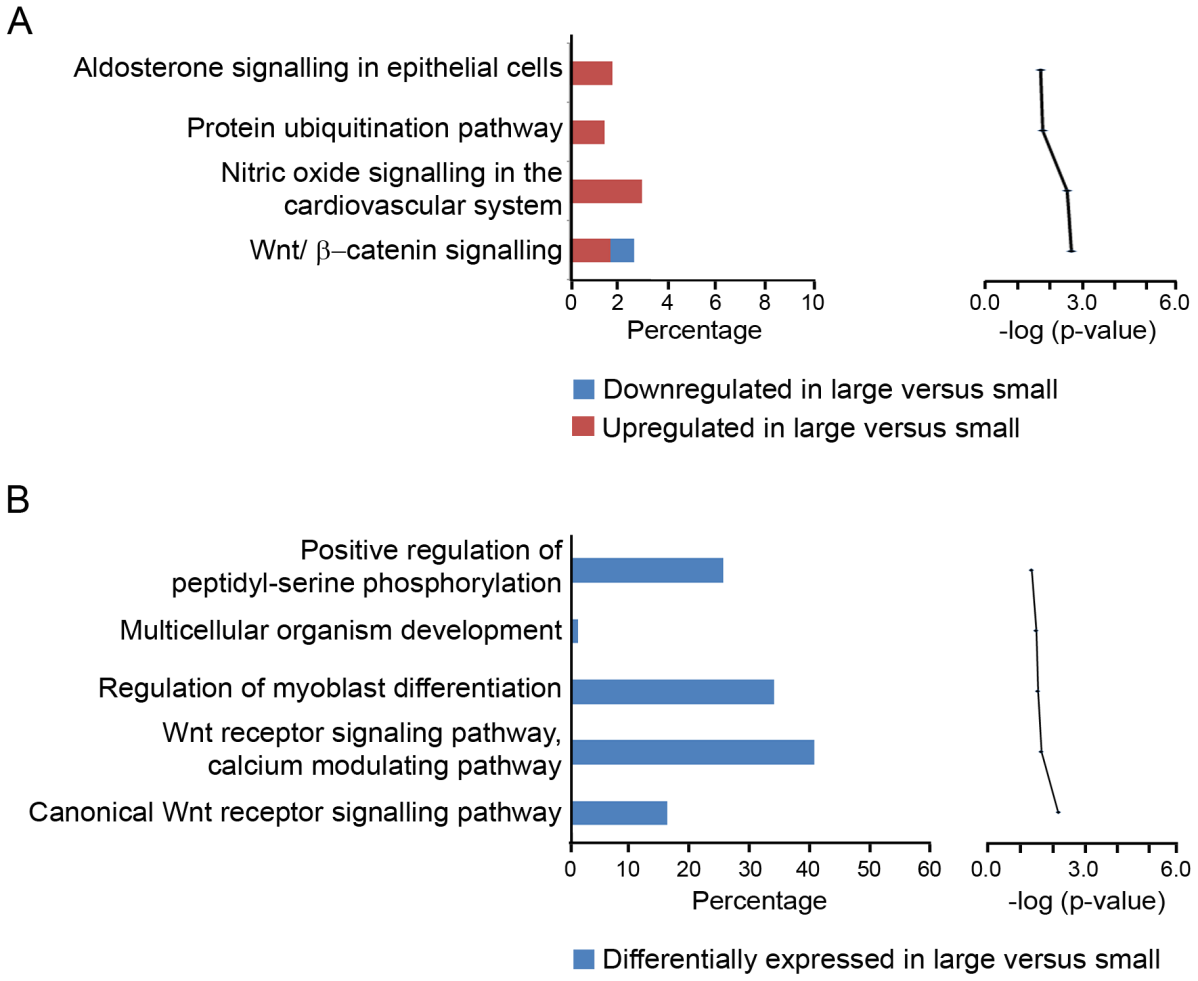
Top canonical pathways mapped in IPA (A) and GO terms (B) classified under biological process. In (A) the bar chart on the left represents the percentage of genes from the data set that map to each canonical pathway showing those which are up regulated (in red) and down regulated (in blue) in theca of large with respect to small healthy follicles. The line chart on the right ranks these pathways derived for the same data set, from the highest to lowest degree of association based on the value of a right-tailed Fisher's exact *t* test. In (B) the bar chart on the left represents the percentage of genes from the data set that map to each GO term showing those which are differentially regulated (in blue) in theca of large with respect to small healthy follicles. The line chart on the right ranks these pathways derived for the same data set, from the highest to lowest degree of association using the Benjamini-Yuketeli test for multiple corrections (bottom to top in graphs on right).

The two top networks generated in IPA from our differentially expressed genes are shown in Fig. 4. Fig. 4A indicates an emphasis on TGFβ signaling via *LTBP1* and *LTBP2*, and extracellular matrix synthesis via *COL14A1*, *TNXB* and *P4HA3*. 

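LTBP1 and LTBP2, named as latent TGFβ binding proteins, rose in large follicles on all 4 of their probe sets. LTBP2 had log2 signals of 4.10 ± 0.33 (SD, n = 4) in large and 2.52 ± 0.23 (SD, n = 10) in small follicles on its dimmer probe set, a log2 fold change of 1.58 (SE 0.15, limma's adjusted p = 1.39e-04), and 1.26 (SE 0.15, adjusted p = 9.11e-04) on the other. On the dimmer one all 10 small follicles lay below the log2 signal of 3 of the detection filter. On the other their mean was 2.87, also below it. The size of both changes is therefore uncertain. LTBP1 had 1.495 (SE 0.25, adjusted p = 0.00773) on its dimmer and 1.02 (SE 0.23, adjusted p = 0.0282) on its brighter probe set. COL14A1, a collagen on the surface of fibrils, had 1.17 (SE 0.16, adjusted p = 0.00167), P4HA3, a prolyl hydroxylase of collagens, 1.23 (SE 0.22, adjusted p = 0.00938), and TNXB, the matrix protein tenascin X, 1.09 (SE 0.27, adjusted p = 0.0396). All 4 large follicles lay above every small one for LTBP1, LTBP2, COL14A1 and P4HA3, and 3 of 4 for TNXB. Of 23 genes of TGFβ and BMP signaling, 4 were higher and 1 was lower, also when adjusted over the list alone, and the list shifted up by camera (adjusted p = 0.00280), but not with an estimated correlation (adjusted p = 0.332). The higher ones included the ligand TGFB3, chosen after its value was seen, 0.93 (SE 0.23, adjusted p = 0.0396), and the lower one was ID1, a target of BMP signals, -0.55 (SE 0.12, adjusted p = 0.0246). Of these, only the dimmer probe set of LTBP2 was called against rounded follicles alone. The means in rounded follicles were 5.8 for COL14A1, 4.94 for P4HA3 and 3.96 for TNXB. In all small follicles they were 5.73, 5.02 and 3.91. On the dimmer and brighter probe sets of LTBP1 the rounded means were 3.42 and 5.3, against 3.33 and 5.11. On the other probe set of LTBP2 the rounded mean was 2.94, against 2.87. P4HA3 and TNXB were also lost against columnar follicles alone, and TNXB was lost in 13 (0.76 to 1.39) and the brighter probe set of LTBP1 in 11 of 22 alternatives (0.83 to 1.21).

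**Figure D4:**
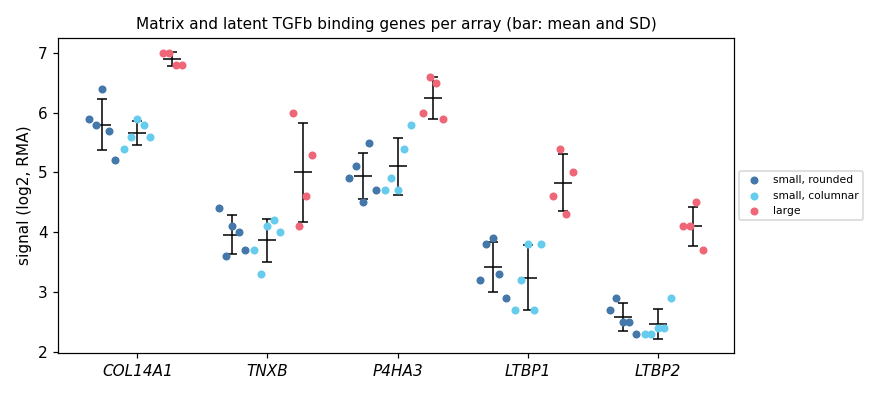
Log2 RMA signal of COL14A1, TNXB, P4HA3, LTBP1 and LTBP2 (the dimmer probe set of each) in each follicle, as dots by group (small rounded, small columnar, large), with the mean and SD as bars. The large follicles have the highest mean for each gene, and for TNXB, where 1 of the 4 lies among the small ones, their SD (0.83) is wider than that of the small ones (0.33).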

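IGFBP3, which binds insulin-like growth factors, and CD44, a receptor for hyaluronan, rose in large follicles. IGFBP3 was 8.53 ± 0.79 (SD, n = 4) in large and 7.33 ± 0.38 (SD, n = 10) in small follicles on 1 probe set, a log2 fold change of 1.20 (SE 0.28, limma's adjusted p = 0.0313), and 8.43 ± 0.60 in large and 7.41 ± 0.33 in small follicles on the other, 1.02 (SE 0.22, adjusted p = 0.0269). CD44 was 5.28 ± 0.43 in large and 4.23 ± 0.45 in small follicles, 1.05 (SE 0.24, adjusted p = 0.0311), with 3 of 4 large follicles above every small one. Of the 17 measured genes of the first network of the paper (Fig. 4A), 16 were higher and 14 were called, with a median log2 fold change of 1.19. By camera the list shifted up (adjusted p = 6.21e-21, and adjusted p = 2.90e-04 with an estimated correlation). This list was chosen by the study on these follicles, so neither count is independent evidence of its direction. IGFBP3 lost its calls with the test named by the paper, with the granulosa marker mean as a covariate, against either small group alone and without large replicate 2 (0.80 and 0.76), and over all 22 alternatives in 6 on 1 probe set and 11 on the other. CD44 lost its call with the test named by the paper, with the replicate number as a block (0.96), against rounded follicles alone and without columnar replicate 1 (0.95) or large replicate 1, 3 or 4 (0.87, 1.10 and 1.00).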

There was also interaction with *IGFBP3* and particularly *CD44* which is central to this network. Fig. 4B shows associations with Wnt signaling through the molecules mentioned above and contains the only down regulated genes in the entire data set i.e. *WNT2B* and *LIPG,* or endothelial lipase.

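WNT2B, LIPG, FAM122B, VEGFA, CXCL14 and SPTBN1 were the named genes with a lower probe set in large follicles. LIPG, endothelial lipase, fell from 6.89 ± 0.46 (SD, n = 10) to 5.45 ± 1.09 (SD, n = 4), a log2 fold change of -1.44 (SE 0.36, limma's adjusted p = 0.0401). FAM122B had -1.22 (SE 0.19, adjusted p = 0.00345), with all 4 large follicles below every small one. VEGFA, the growth factor of endothelial cells, had -1.24 (SE 0.32, adjusted p = 0.044), and CXCL14, a chemokine, -1.07 (SE 0.26, adjusted p = 0.0396). A further 5 lower probe sets have no single gene name. Of the 13 measured genes of the second network of the paper (Fig. 4B), 10 were higher and 2 were lower, and all 12 were called. By camera that list shifted up (adjusted p = 1.84e-08, and adjusted p = 2.90e-04 with an estimated correlation), but it was chosen by the study on these follicles and is not independent evidence. Of 22 alternatives LIPG was called in 4 (-1.72 to -0.92), VEGFA in 5 (-1.51 to -0.87) and CXCL14 in 7 (-1.29 to -0.69), and FAM122B in all but large against rounded follicles alone.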

**Figure 4:**
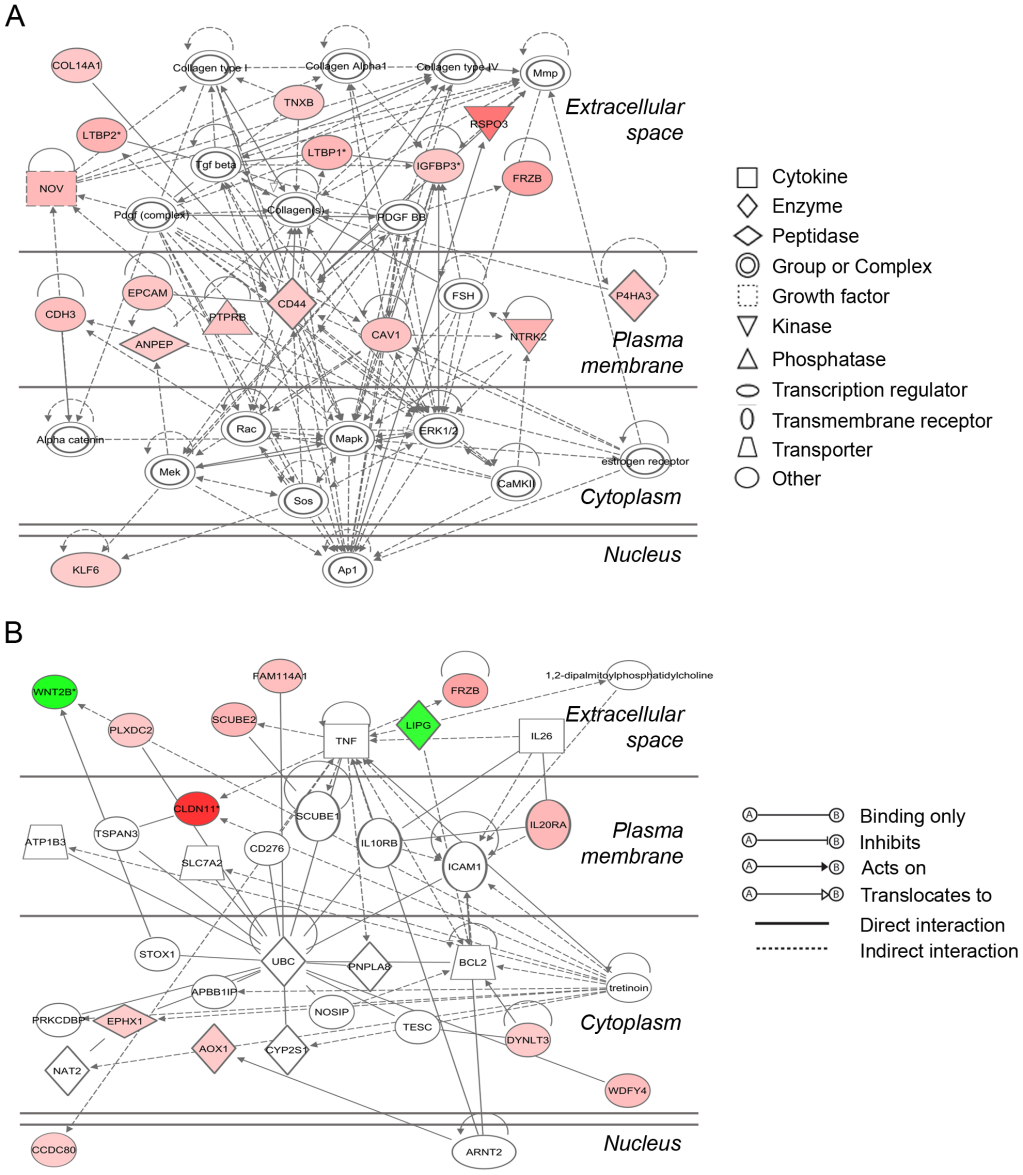
The two most significant gene networks mapped in IPA. The networks were generated in IPA using triangle connectivity based on focus genes (those present in our data set) and built up according to the number of interactions between a single prospective gene and others in the existing network, and the number of interactions the prospective genes have outside this network with other genes as determined by IPA [65]. Network A (score = 39), shows interactions between *LTBP1*, *LTBP2*, *COL14A1* and *TNXB*I indicating extracellular matrix signalling and network B (score = 28), shows involvement of Wnt pathway members *WNT2B* and *FRZB*. Interactions between molecules, and the degree and direction of regulation are indicated with up- (red) or down-regulation (green) and increasing color intensity with degree of fold change.

Genes or molecules predicted to be regulated from the analysis in IPA are shown in Table 4. Those expected to be activated include *TP53, IFNG,* and the DNA hypomethylating agent decitabine, which all act to curb cell replication and growth [36]–[38]. 

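Several genes stimulated by interferon were higher in large follicles. GBP1, a GTPase induced by interferon gamma, was 5.90 ± 0.27 (SD, n = 4) in large and 4.47 ± 0.53 (SD, n = 10) in small follicles, a log2 fold change of 1.43 (SE 0.26, limma's adjusted p = 0.00957). RTP4 had 1.25 (SE 0.18, adjusted p = 0.00285), BST2, which tethers enveloped viruses, 1.12 (SE 0.24, adjusted p = 0.0261), and ISG15, a ubiquitin-like protein, 1.26 (SE 0.32, adjusted p = 0.0449). Of 20 measured interferon-stimulated genes, 6 were higher and 0 were lower (15 higher when adjusted over the list alone), and all 20 had a log2 fold change above 0. The list shifted up by camera (adjusted p = 1.31e-10), but not with an estimated correlation (adjusted p = 0.165). The mean of immune cell markers was 0.59 higher in large follicles (exact permutation test, p = 0.0190). IFNG itself had means of 2.33 ± 0.13 in large and 2.42 ± 0.12 in small follicles, below the detection filter. Among the targets listed in the paper's Table 4, 6 of 7 measured for IFNG and 7 of 7 for decitabine were higher, with median log2 fold changes of 1.24 and 1.08. By camera both lists shifted up (adjusted p = 1.39e-07 and 4.81e-10), also with an estimated correlation (adjusted p = 2.90e-04 and 4.83e-04), but they hold only genes the study picked on these follicles, so the counts are not independent evidence. GBP1 and RTP4 lost their calls against rounded follicles alone (1.34 and 1.18), ISG15 in 15 of 22 alternatives (1.04 to 1.41) and BST2 in 8, among them without large replicate 2, 3 or 4 (1.00, 1.10 and 1.07).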

*IL1RN*, the IL-1 receptor antagonist gene, predicted to be inhibited, plays a role in modulating the immune response [39].

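IL1RN had log2 signals of 2.23 ± 0.13 (SD, n = 4) in large and 2.18 ± 0.14 (SD, n = 10) in small follicles, below the detection filter. Its 4 measured targets in the paper's Table 4 were all higher in large follicles and 3 were called, with a median log2 fold change of 1.34. The list shifted up by camera (adjusted p = 8.46e-07, and adjusted p = 4.83e-04 with an estimated correlation). The study picked these targets on the same follicles, so the counts are not independent evidence. Of 19 measured immune cell markers, 3 were higher and 0 were lower (7 higher when adjusted over the list alone). CYBB, a subunit of the phagocyte oxidase, had a log2 fold change of 1.00 (SE 0.18, limma's adjusted p = 0.00976), LAPTM5, a lysosomal protein of blood cells, 0.90 (SE 0.23, adjusted p = 0.0449), and AIF1, a protein of macrophages, 0.68 (SE 0.18, adjusted p = 0.049), all under 2-fold. The list shifted up by camera (adjusted p = 7.10e-08), but not with an estimated correlation (adjusted p = 0.332).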

**Table 4:** A list of 4 upstream regulators predicted to be activated or inhibited in IPA.

Upstream Regulator	Molecule Type	Predicted Activation State †	Bias-Corrected z-score ††	*P* Value of Overlap**	Target Molecules in Data Set
decitabine	chemical drug	Activated	2.587	3.08E-04	CAV1, CD44, CDH3, HSPB8, IGFBP3, RARRES1, RTP4
TP53	transcription regulator	Activated	2.001	7.99E-04	CAV1, CCDC80, CD44, CDC42EP3, CDH3, COL14A1, CRYAB, EPHX1, GBP1, HSP90AA1, IGFBP3, LTBP1
IFNG	cytokine	Activated	2.135	3.69E-02	CD44, GBP1, HSP90AA1, KLF6, PTPRB, RARRES1, RTP4′
IL1RN	cytokine	Inhibited	−2.000	4.49E-04	GBP1, KLF6, RARRES1, RTP4

† The predicted activation state is inferred from the bias-corrected z-score.

†† The bias-corrected z-score is computed based on the proportion of target genes present in the data set which are directionally regulated as expected according to known effects of the regulator on the target compiled from the literature.

**The *P* value of overlap measures the statistical significance of overlap using Fisher's exact *t*-test, between genes from the data set and those known to be acted upon by an upstream regulator.

### Transcriptional processes in thecal tissue during antral follicle growth

#### Wnt signaling

R-spondins, Wnt2 and the frizzled proteins all impact on Wnt signaling pathways and are active in mammalian reproductive organ and follicle development [40]–[46]. Previous studies in the ovary have mainly focused on oocytes and granulosa cells in rodents. Wnt signaling has previously been shown to be active at the preantral follicle and the preovulatory stages [41]. 

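Further genes of Wnt signaling, chosen after their values were seen, did not pass the test between large and small follicles with adjustment over all probe sets. Adjusted over the Wnt list alone, 4 genes were higher and 2 were lower, against 3 and 1 over all probe sets. Of secreted antagonists, SFRP2 had a log2 fold change of 1.29 (SE 0.48, adjusted p = 0.127), SFRP4 of 1.04 (SE 0.43, adjusted p = 0.161) and SFRP1 of 0.18 (SE 0.09, adjusted p = 0.211) by limma, and DKK3, of the Dickkopf family, of 0.57 (SE 0.26, adjusted p = 0.192). Of genes that canonical Wnt signals induce, AXIN2 had 0.55 (SE 0.16, adjusted p = 0.0679) and LEF1, a partner of β-catenin on DNA, -0.77 (SE 0.23, adjusted p = 0.0747). The receptor genes FZD1 and FZD4 had 0.12 (SE 0.17, adjusted p = 0.693) and 0.10 (SE 0.19, adjusted p = 0.766).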

In this study it appears that Wnt signaling is probably down regulated in the theca interna, as the antral follicle enlarges as a consequence of lower *WNT2B* expression and higher expression of the Wnt inhibitor *FRZB*. It should be noted that the microarray did not contain probes for Wnt4 or Wnt5, previously identified as the major ligands and shown to be expressed in growing follicles. 

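In the annotation used here 0 probe sets are named WNT4, WNT5A or WNT5B, while WNT2B has 3 probe sets and FZD1 has 2. WNT11, a ligand that mostly acts without β-catenin, was measured, with a log2 fold change of -0.22 (SE 0.13, adjusted p = 0.322) between large and small follicles by limma. Of the 24127 probe sets, 13317 have a single gene symbol, 86 have several and 10724 have none, and a probe set with no symbol is unnamed rather than without a gene.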

The situation is complicated by the fact that *CDH3*, which encodes P-cadherin, is also up regulated and has been shown to positively regulate Wnt signaling in hair follicles [47], though this may be a tissue-specific effect. *RSPO3* is also highly activated, but this is likely due to its known effect on the promotion of angiogenesis [48], a necessary requirement to sustain and promote follicle enlargement. 

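RSPO3 had log2 signals of 6.5 ± 1.02 (SD, n = 4) in large and 4.05 ± 0.70 (SD, n = 10) in small follicles, a log2 fold change of 2.45 (SE 0.42, limma's adjusted p = 0.00815) or 5.46-fold. Each of the 4 large follicles was above every small one (exact permutation test, p = 9.99e-04, the smallest these splits can give). Of 13 measured endothelial cell markers, 1 was higher and 0 were lower (6 higher when adjusted over the list alone), and 12 had a log2 fold change above 0. ROBO4, a receptor of endothelial cells, had 0.46 (SE 0.12, adjusted p = 0.0486), VWF, von Willebrand factor, 0.94 (SE 0.25, adjusted p = 0.0543), and CLDN5, the claudin of endothelial junctions, 1.03 (SE 0.28, adjusted p = 0.0546). The list shifted up by camera (adjusted p = 1.91e-04), but not with an estimated correlation (adjusted p = 0.332). RSPO3 was not called against rounded follicles alone, where the means were 6.5 in large and 4.18 in rounded follicles. VWF and CLDN5 were called without large replicate 2 (1.18 and 1.25), without rounded replicate 1 (1.03 and 1.11) and with the granulosa marker mean as a covariate (1.17 and 1.27).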

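CTNNB1, which encodes β-catenin, had log2 signals of 9.58 ± 0.10 (SD, n = 4) in large and 9.74 ± 0.13 (SD, n = 10) in small follicles on its single probe set. The log2 fold change was -0.17 (SE 0.08, limma's adjusted p = 0.234), with a 95% interval of -0.34 to 0.01, and the exact permutation test gave p = 0.0529.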

We did not see differences in β-catenin levels between the follicle groups in our microarray data, suggesting that Wnt signaling in the antral follicle theca interna occurs by some non-canonical pathway.

#### Oxidative stress

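CRYAB, a small heat shock protein, was 4.13 ± 0.26 (SD, n = 4) in large and 3.01 ± 0.17 (SD, n = 10) in small follicles, a log2 fold change of 1.12 (SE 0.12, limma's adjusted p = 3.21e-04), and HSPB8, of the same family, had 1.08 (SE 0.15, adjusted p = 0.00175). CAV1, the coat protein of caveolae, rose by 1.28 (SE 0.27, adjusted p = 0.0221) on its dimmer probe set and by 0.70 (SE 0.17, adjusted p = 0.0363) on the brighter one. HSP90AA1, a chaperone, had 1.12 (SE 0.28, adjusted p = 0.0404) on 1 probe set, with 8.13 ± 0.90 in large and 7.01 ± 0.30 in small follicles, and -0.11 (SE 0.15, adjusted p = 0.662) on its other and brighter probe set. Of 20 genes of heat shock and protein folding, 3 were higher and 0 were lower (4 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of -0.08 and a mean of 0.04, and the list did not shift by camera (adjusted p = 0.757). Of 25 genes of oxidative stress, CAV1 was higher and 0 were lower (1 higher and 1 lower when adjusted over the list alone), with a median of -0.04 and a mean of 0.06, and the list did not shift (adjusted p = 0.984). SOD1, superoxide dismutase, had -0.31 (SE 0.09, adjusted p = 0.0664), and catalase, CAT, chosen after its value was seen, 0.01 (SE 0.10, adjusted p = 0.958). HSP90AA1 lost its call in 15 of 22 alternatives (0.82 to 1.56), the dimmer probe set of CAV1 against rounded follicles alone and without large replicate 2 or 4 (1.06 and 1.36), and CRYAB and HSPB8 without large replicate 1 (0.99 and 0.92).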

Our data showed evidence of oxidative stress response in large follicle theca interna as determined by the analysis in IPA (Fig. 3A), mainly through the transcriptional activation of genes like *HSP90AA1*, *CAV1* and *CRYAB* (Table 3). Oxidative stress may be caused by production of reactive oxygen species from steroidogenesis occurring in the androgen producing cells of the theca interna [49], or additionally perhaps due to increased activity of NADPH oxidases in the vascular endothelium [50] by hypoxia-induced stimulation of angiogenic pathways to meet the needs of the growing follicle.

#### Lipid metabolism

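AOX1 had log2 signals of 8.25 ± 0.17 (SD, n = 4) in large and 7.15 ± 0.25 (SD, n = 10) in small follicles, a log2 fold change of 1.10 (SE 0.13, limma's adjusted p = 9.11e-04), and each of the 4 large follicles was above every small one. EPHX1 was 6.18 ± 0.26 in large and 5.17 ± 0.46 in small follicles, 1.01 (SE 0.23, adjusted p = 0.0284), with 3 of 4 large follicles above every small one (exact permutation test, p = 0.002). AOX1 was at 0.99 against columnar follicles alone, just under 2-fold. The call of EPHX1 was lost in 12 of 22 alternatives, among them the test named by the paper, large against rounded follicles alone, and each of large replicates 1, 3 and 4 left out (1.00, 0.93 and 0.96).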

Two genes which are concerned with lipid modification, *EPHX1*(epoxide hydrolase) and *AOX1* (aldehyde oxidase), were found to be expressed more highly in the larger follicle theca interna. Previous studies appear to link *EPHX1* activity to estrogen production [51], and together with *AOX1*, it may be involved with the removal of cytotoxic epoxide compounds formed during steroidogenesis. These higher expression levels reflect the increased steroidogenic capacity of larger follicles.

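Of 13 measured genes of thecal steroidogenesis, 0 were higher or lower in large follicles by limma at an adjusted p under 0.05, also when adjusted over the list alone, and 10 had a log2 fold change above 0. CYB5A, which raises the androgen-forming activity of CYP17A1, had 0.69 (SE 0.22, adjusted p = 0.089). HSD3B1, which makes progesterone, had -0.22 (SE 0.21, adjusted p = 0.542), and LHCGR, the receptor for LH, was 4.08 ± 0.63 (SD, n = 4) in large and 3.73 ± 0.47 (SD, n = 10) in small follicles, 0.35 (SE 0.28, adjusted p = 0.453). The median log2 fold change of the list was 0.12, and it did not shift by camera (adjusted p = 0.347, and adjusted p = 0.839 with an estimated correlation). Without large replicate 1 the camera test passed (adjusted p = 0.0440). Of 14 genes of cholesterol synthesis and uptake, 0 were higher or lower, also when adjusted over the list alone. Their median was -0.15 and the list did not shift (adjusted p = 0.682), except without large replicate 3 (adjusted p = 0.00138).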

#### Extracellular matrix proliferation

A number of genes including *IGFBP3, LTBP1, NOV, LEPREL1, P4HA3* and *COL14A1* were predicted to be activated in the theca surrounding large follicles and promote fibroblast proliferation and collagen synthesis (Table 3 and Fig. 4A). Some of these, such as *IGFBP3* and *LTBP1* have been previously associated with follicle development [52]–[54]. 

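NOV, a matricellular protein of the CCN family, was 5.15 ± 0.66 (SD, n = 4) in large and 3.66 ± 0.39 (SD, n = 10) in small follicles, a log2 fold change of 1.49 (SE 0.25, limma's adjusted p = 0.00773). LEPREL1, which hydroxylates proline in collagens, was 5.75 ± 0.54 in large and 4.16 ± 0.58 in small follicles, 1.59 (SE 0.31, adjusted p = 0.0145). Of 30 measured genes of fibroblasts and fibrillar matrix, 14 were higher and 0 were lower (18 higher when adjusted over the list alone), and 5 reached 2-fold. MFAP5, a protein of microfibrils, had 1.98 (SE 0.43, adjusted p = 0.0243), TNC, tenascin C, 1.22 (SE 0.30, adjusted p = 0.0391), LOX, which crosslinks collagen and elastin, 1.01 (SE 0.25, adjusted p = 0.0408), and the fibrillar collagen gene COL1A1, chosen after its value was seen, 0.77 (SE 0.15, adjusted p = 0.0142). The list shifted up by camera (adjusted p = 1.31e-10), but not with an estimated correlation (adjusted p = 0.0665). The poly-A controls and the endothelial and immune markers were higher on the same large arrays, by 1.34, 0.38 and 0.59. NOV and LEPREL1 were not called against rounded follicles alone, nor LEPREL1 without large replicate 4 (1.34). The means of NOV and LEPREL1 in rounded follicles were 3.7 and 4.24, against 3.66 and 4.16 in all small ones. Of 22 alternatives MFAP5 lost its call in 5 (1.57 to 2.43), TNC in 12 (0.89 to 1.55) and LOX in 16 (0.79 to 1.15).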

The increase in follicle size accompanied by an enlarged and thickened thecal layer with increased collagen would explain the observed higher expression of these genes at this stage of development.

#### Cell division

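All 30 measured genes of the cell cycle and DNA replication had a lower mean in large than in small follicles, with a median log2 fold change of -0.94. None of them passed limma's test one by one (0 of 30 at an adjusted p under 0.05, also when adjusted over the list alone), although the 95% interval lay below 0 for 22. BUB1, a kinase of the spindle checkpoint, was 4.63 ± 0.70 (SD, n = 4) in large and 5.97 ± 0.96 (SD, n = 10) in small follicles, a log2 fold change of -1.35 (SE 0.48, limma's adjusted p = 0.117). CENPF, mitosin, was 7.00 ± 0.85 in large and 8.01 ± 0.70 in small follicles, -1.01 (SE 0.39, adjusted p = 0.141), and CCNE2, cyclin E2, 5.00 ± 0.35 in large and 5.79 ± 0.60 in small follicles, -0.79 (SE 0.29, adjusted p = 0.128). As a set the genes shifted down by camera (adjusted p = 5.59e-09), but not with an estimated correlation (adjusted p = 0.430). Their mean per array was 6.00 ± 0.69 (SD, n = 4) in large and 6.90 ± 0.73 (SD, n = 10) in small follicles (exact permutation test, p = 0.0529, or 0.119 adjusted over 18 measures). On the same large arrays the means of the fibroblast, immune and poly-A control probe sets were higher, by 0.51, 0.59 and 1.34.

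**Figure D5:**
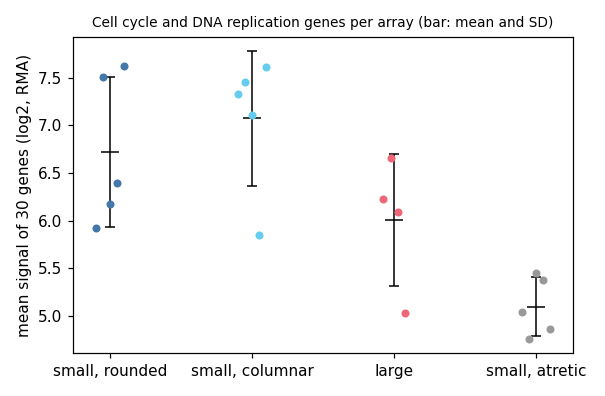
Mean log2 RMA signal of 30 genes of the cell cycle and DNA replication in each follicle, as dots by group (small rounded, small columnar, large, small atretic), with the mean and SD as bars. The large follicles lie between 5.03 and 6.66 and the small healthy ones between 5.85 and 7.62.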

There seemed to be only a minor reduction in cell division at the transcriptional level in the large follicles. The expression of two cell cycle genes *CENPF* (mitosin) and cyclin E2 was additionally examined by qRT-PCR (Fig. 2), and the results also confirmed only a slight reduction in expression of these cell cycle genes.

#### CLDN11

(Claudin-11), a tight junction protein, has been shown to be present in locations where strict homeostasis control and protection from xenobiotics is important, such as the blood-testis [34] and the blood-cerebrospinal fluid [55] barriers. There is some evidence of the influence of androgens on increased expression of claudin-11 in the Sertoli cells of the testis [56], [57]. It is possible that the gene for this protein becomes more highly expressed in response to increased production of steroids at the later antral stage of follicle development, but the functional role for an increase in expression in the theca is unknown.

#### RARRES1

(Retinoic Acid Receptor Responder 1) has been identified as a tumor-suppressor gene with probable carboxypeptidase inhibitor function [58] and it may play a role in repression of stem cell phenotype [59]. There has been only one report of expression of this gene in non-pathological ovarian function, specifically in cumulus cells [60], although we identified *RARRES1* to be down regulated by tumor necrosis factor -α in cultured granulosa cells [61]. This gene also appears to be hormonally regulated in endometrial tissue studies [62], [63], and Nguyen et al. [63] demonstrated a link between endometrium development and Wnt signaling. 

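RARRES1 had log2 signals of 9.55 ± 0.54 (SD, n = 4) in large and 7.68 ± 0.74 (SD, n = 10) in small follicles, a log2 fold change of 1.87 (SE 0.37, limma's adjusted p = 0.0158) or 3.65-fold. Of the 4 large follicles 3 lay above every small one (exact permutation test, p = 0.002). RARRES1 was not called against rounded follicles alone, whose mean was 7.5, or without large replicate 4 (1.75).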

The significance of *RARRES1* expression in the theca interna may be due to a similar developmental function, whereby cell replication is controlled and differentiation of cells into a more mature phenotype is promoted.

## Conclusions

In this study we compared the theca interna from small and large follicles that represents a calculated >7 fold increase in the amount of thecal tissue. Observed changes in the transcriptional profile could have been due to changes in cellular function or alternatively since the theca interna is composed of a number of different cell types it could have been due to any systematic change in the volume density of any particular cell type. However, our study suggests that the transcriptional profile of the theca interna is relatively stable during antral follicle development, unlike that of granulosa cells observed previously [64]. Thus both the cellular composition and cellular behavior of the theca interna and its contribution to follicular development appear to be relatively constant throughout the follicle growth phase examined.

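The means of markers of other cell types differed between large and small follicles by up to 0.59, for the immune cell markers, and that of the steroidogenic genes by 0.15. The mean of the smooth muscle and pericyte markers was higher by 0.46 (exact permutation test, p = 0.0120), and that of the endothelial markers by 0.38 (exact permutation test, p = 0.0150). Adjusted over 18 measures, both had an exact p of 0.0539 and the immune cell markers one of 0.0569, whereas the genes of fibroblasts and fibrillar matrix passed, at 0.51 higher (exact p = 0.00899 adjusted). The granulosa cell markers differed by 0.37 (exact permutation test, p = 0.175). Of 6 surface epithelial markers, 1 was higher and 0 were lower, also when adjusted over the list alone (camera, adjusted p = 0.538). Of 12 genes of the basal lamina, 0 were higher or lower (2 higher when adjusted over the list alone, camera adjusted p = 0.238). Of the erythroid genes only HBM, a globin, was measured, with a log2 fold change of -0.11 (SE 0.10, limma's adjusted p = 0.531). Poly-A controls were also higher on the large arrays, by 1.34.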

## Supporting Information

Figure S1 **Unsupervised hierarchical clustering across all probe sets (n = 24,182) for 15 arrays.** The analysis was performed using the Euclidian dissimilarity algorithm with the average linkage method in Partek Genomics Suite. The heatmap represents the distribution of normalized signal intensity, grouping by pattern similarity for both probe set and array. Abbreviations for identification of array samples are identical to Fig. 1.
(TIF) Click here for additional data file.

Figure S2 **Scatter plot of fold changes in microarray intensity versus fold-changes in expression determined by qRT-PCR.** Values represent nine selected genes as presented in Fig. 2. The two sets of data were highly correlated with each other (Pearson's correlation, *R^2^* = 0.95, *P*<0.001).
(TIF) Click here for additional data file.

Table S1 Probe sets which are up regulated in large with respect to small healthy follicles. Analysis by ANOVA in Partek, with ≥2 fold-change and *P*<0.05 (n = 76), in alphabetical order. 

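All 76 probe sets of Table S1 were among those tested, and 75 of them were called by limma, 70 of the 76 with a higher and 6 with a lower mean in large follicles. The exception was KLF6, a transcription factor of the early response, whose log2 fold change of 0.99 lay just under 2-fold. A further 35 probe sets were called that the table does not list, and they include the genes MYOC, CDH13, ADCY2, ISG15 and CXCL14. Across the 76 probe sets, which are not independent replicates, the log2 fold changes computed here and those of the table had a correlation of 0.9998, the largest gap being 0.05. The test named by the paper called 54 probe sets on these values, 48 of them in the table.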

Probe sets which do not have gene assignations are placed at the end of the list. The *P* value for multiple corrections was determined by the step up FDR method.
(PDF) Click here for additional data file.

# Supplementary material for: Transcriptome Profiling of the Theca Interna in Transition from Small to Large Antral Ovarian Follicles
**Source:** PLoS One. 2014 May 15;9(5):e97489. doi: 10.1371/journal.pone.0097489
**Supplement:** Table S1 — Probe sets which are up regulated in large with respect to small healthy follicles. Analysis by ANOVA in Partek, with ≥2 fold-change and P<0.05 (n = 76), in alphabetical order. Probe sets which do not have gene assignations are placed at the end of the list. The P value for multiple corrections was determined by the step up FDR method.

| Probe set ID       | Gene Symbol     | Gene Title                                    | RefSeq Transcript ID | Fold-Change | P-value  |
|--------------------|-----------------|-----------------------------------------------|----------------------|-------------|----------|
| Bt.20236.1.S1_at   | <i>ADAMTSL4</i> | ADAMTS-like 4                                 | NM_001101061         | 2.162       | 3.11E-02 |
| Bt.8027.1.S1_at    | <i>ANPEP</i>    | alanyl (membrane) aminopeptidase              | NM_001075144         | 2.076       | 2.56E-02 |
| Bt.783.1.S1_at     | <i>AOXI</i>     | aldehyde oxidase 1                            | NM_176668            | 2.113       | 3.80E-02 |
| Bt.15788.1.S1_a_at | <i>BST2</i>     | Bone marrow stromal cell antigen 2            | XM_584000            | 2.165       | 4.15E-02 |
| Bt.2230.1.S1_at    | <i>CAVI</i>     | caveolin 1, caveolae protein, 22kDa           | NM_174004            | 2.415       | 2.32E-02 |
| Bt.7788.1.S1_at    | <i>CCDC80</i>   | coiled-coil domain containing 80              | NM_001098982         | 2.066       | 3.93E-02 |
| Bt.5494.1.S1_at    | <i>CD44</i>     | CD44 molecule (Indian blood group)            | NM_174013            | 2.119       | 2.97E-02 |
| Bt.1560.1.S1_at    | <i>CDC42EP3</i> | CDC42 effector protein (Rho GTPase binding) 3 | NM_001046444         | 2.035       | 1.95E-02 |
| Bt.3948.1.S1_at    | <i>CDH3</i>     | cadherin 3, type 1, P-cadherin (placental)    | XM_614683            | 2.545       | 3.59E-02 |
| Bt.22785.1.S1_at   | <i>CEBPB</i>    | CCAAT/enhancer binding protein (C/EBP), beta  | NM_176788            | 2.274       | 3.29E-02 |

|                    |                |                                              |              |        |          |
|--------------------|----------------|----------------------------------------------|--------------|--------|----------|
| Bt.16252.3.A1_s_at | <i>CHD2</i>    | chromodomain helicase DNA binding protein 2  | NM_001102181 | 2.355  | 3.02E-02 |
| Bt.4817.1.A1_at    | <i>CLDN11</i>  | claudin 11                                   | NM_001035055 | 8.179  | 4.99E-02 |
| Bt.4817.2.S1_at    | <i>CLDN11</i>  | claudin 11                                   | NM_001035055 | 3.869  | 7.97E-03 |
| Bt.222.1.S1_at     | <i>CRYAB</i>   | crystallin, alpha B                          | NM_174290    | 2.128  | 2.32E-02 |
| Bt.19199.1.A1_at   | <i>DCLK1</i>   | Doublecortin-like kinase 1                   | NM_001109962 | 2.147  | 1.96E-02 |
| Bt.6141.1.S1_at    | <i>DES</i>     | desmin                                       | NM_001081575 | 2.372  | 4.15E-02 |
| Bt.20800.1.S1_at   | <i>DYNLT3</i>  | dynein, light chain, Tctex-type 3            | NM_001101220 | 2.092  | 4.15E-02 |
| Bt.9569.1.S1_at    | <i>EPCAM</i>   | epithelial cell adhesion molecule            | NM_001035290 | 2.282  | 2.00E-03 |
| Bt.23354.1.S1_at   | <i>EPHX1</i>   | epoxide hydrolase 1, microsomal (xenobiotic) | NM_001034629 | 2.020  | 4.18E-02 |
| Bt.24200.1.S1_at   | <i>FAM122B</i> | family with sequence similarity 122B         | NM_001083794 | -2.321 | 1.23E-02 |
| Bt.18639.1.A1_at   | <i>FBXO32</i>  | F-box protein 32                             | NM_001046155 | 3.577  | 2.95E-02 |
| Bt.18639.2.S1_at   | <i>FBXO32</i>  | F-box protein 32                             | NM_001046155 | 3.044  | 3.46E-02 |

|                    |                                          |                                                                                 |                               |        |          |
|--------------------|------------------------------------------|---------------------------------------------------------------------------------|-------------------------------|--------|----------|
| Bt.121.1.S1_at     | <i>FRZB</i>                              | frizzled-related protein                                                        | NM_174059                     | 3.630  | 1.49E-02 |
| Bt.13326.1.S1_at   | <i>GAS7</i>                              | growth arrest-specific 7                                                        | NM_001102280                  | 2.880  | 5.53E-03 |
| Bt.23179.1.S1_at   | <i>HSP90AA1</i>                          | heat shock 90kD protein 1, alpha                                                | NM_001012670                  | 2.190  | 4.93E-02 |
| Bt.22526.1.S1_at   | <i>HSPB8</i>                             | heat shock 22kDa protein 8                                                      | NM_001014955                  | 2.110  | 5.53E-03 |
| Bt.422.1.S1_at     | <i>IGFBP3</i>                            | insulin-like growth factor binding protein 3                                    | NM_174556                     | 2.264  | 3.89E-02 |
| Bt.422.1.S2_at     | <i>IGFBP3</i>                            | insulin-like growth factor binding protein 3                                    | NM_174556                     | 2.047  | 3.47E-02 |
| Bt.29391.1.S1_at   | <i>IL20RA</i>                            | interleukin 20 receptor, alpha                                                  | XM_585919                     | 2.845  | 2.95E-02 |
| Bt.24522.3.S1_a_at | <i>KLF6</i>                              | Kruppel-like factor 6                                                           | NM_001035271                  | 2.009  | 4.09E-02 |
| Bt.26572.1.S1_at   | <i>LEPREL1</i>                           | leprecan-like 1                                                                 | NM_001100345                  | 3.043  | 1.40E-02 |
| Bt.24827.1.A1_at   | <i>LIPG</i>                              | lipase, endothelial                                                             | XM_586851                     | -2.721 | 4.76E-02 |
| Bt.16205.1.A1_at   | <i>LOC511583</i>                         | similar to Family with sequence similarity 114, member A1                       | XM_588946                     | 2.558  | 3.93E-02 |
| Bt.8586.1.S1_at    | <i>LOC512149</i> ///<br><i>LOC512150</i> | hypothetical LOC512149 /// similar to Myeloid-associated differentiation marker | NM_001104975 ///<br>XM_589599 | -2.426 | 1.40E-02 |

|                  |                  |                                                            |              |       |          |
|------------------|------------------|------------------------------------------------------------|--------------|-------|----------|
| Bt.9296.1.A1_at  | <i>LOC512486</i> | interferon-induced guanylate-binding protein 1             | XM_590008    | 2.712 | 1.74E-02 |
| Bt.25478.1.A1_at | <i>LOC529947</i> | similar to signal peptide, CUB domain, EGF-like 2          | XM_608409    | 2.931 | 2.39E-02 |
| Bt.27140.1.S1_at | <i>LOC535166</i> | similar to mKIAA1077 protein                               | XR_027912    | 3.574 | 1.40E-02 |
| Bt.9412.2.S1_at  | <i>LOC781493</i> | similar to Collagen alpha-1(XIV) chain precursor (Undulin) | XR_027324    | 2.223 | 2.00E-03 |
| Bt.20820.1.A1_at | <i>LTBP1</i>     | latent transforming growth factor beta binding protein 1   | NM_001103091 | 2.862 | 1.64E-02 |
| Bt.12315.1.S1_at | <i>LTBP1</i>     | latent transforming growth factor beta binding protein 1   | NM_001103091 | 2.032 | 3.56E-02 |
| Bt.5011.1.S1_at  | <i>LTBP2</i>     | latent transforming growth factor beta binding protein 2   | NM_174385    | 3.012 | 1.26E-02 |
| Bt.5011.1.S2_at  | <i>LTBP2</i>     | latent transforming growth factor beta binding protein 2   | NM_174385    | 2.412 | 3.74E-02 |
| Bt.2560.1.S1_at  | <i>MFAP5</i>     | microfibrillar associated protein 5                        | NM_174386    | 3.951 | 4.15E-02 |
| Bt.13482.2.S1_at | <i>NOV</i>       | nephroblastoma overexpressed                               | NM_001102382 | 2.803 | 1.33E-02 |
| Bt.27545.1.A1_at | <i>NRIP3</i>     | nuclear receptor interacting protein 3                     | NM_001102218 | 5.603 | 2.38E-02 |
| Bt.12217.2.S1_at | <i>NTRK2</i>     | neurotrophic tyrosine kinase, receptor, type 2             | NM_001075225 | 3.066 | 4.63E-02 |

|                  |                |                                                         |              |       |          |
|------------------|----------------|---------------------------------------------------------|--------------|-------|----------|
| Bt.11420.1.A1_at | <i>P4HA3</i>   | prolyl 4-hydroxylase, alpha polypeptide III             | NM_001001598 | 2.382 | 3.78E-02 |
| Bt.28162.3.S1_at | <i>PLN</i>     | phospholamban                                           | NM_001103319 | 2.253 | 1.26E-02 |
| Bt.25703.1.A1_at | <i>PLXDC2</i>  | plexin domain containing 2                              | NM_001077928 | 2.204 | 7.04E-03 |
| Bt.18748.1.A1_at | <i>PTPRB</i>   | protein tyrosine phosphatase, receptor type, B          | XM_582025    | 2.338 | 1.44E-02 |
| Bt.24933.1.S1_at | <i>RARRES1</i> | retinoic acid receptor responder (tazarotene induced) 1 | NM_001075430 | 3.674 | 4.48E-02 |
| Bt.10855.1.S1_at | <i>RGS2</i>    | regulator of G-protein signaling 2, 24kDa               | NM_001075596 | 3.369 | 2.95E-02 |
| Bt.24212.1.S1_at | <i>RSPO3</i>   | R-spondin 3 homolog (Xenopus laevis)                    | NM_001076034 | 5.454 | 3.84E-02 |
| Bt.24813.1.A1_at | <i>RTP4</i>    | receptor (chemosensory) transporter protein 4           | NM_001075961 | 2.349 | 7.44E-03 |
| Bt.11271.1.S1_at | <i>SMOC2</i>   | SPARC related modular calcium binding 2                 | NM_001098134 | 2.547 | 4.44E-02 |
| Bt.11061.1.S1_at | <i>TNC</i>     | tenascin C                                              | NM_001078026 | 2.304 | 4.54E-02 |
| Bt.5398.1.S1_at  | <i>TNXB</i>    | tenascin XB                                             | NM_174703    | 2.168 | 4.44E-02 |
| Bt.17070.1.S1_at | <i>TOP1</i>    | topoisomerase (DNA) I                                   | XM_614691    | 3.217 | 4.53E-02 |

|                    |               |                                                       |              |        |          |
|--------------------|---------------|-------------------------------------------------------|--------------|--------|----------|
| Bt.21986.1.A1_a_at | <i>USP7</i>   | similar to ubiquitin-specific protease 7              | XR_042874    | 2.119  | 3.76E-02 |
| Bt.26722.1.A1_a_at | <i>WDFY4</i>  | WDFY family member 4                                  | XM_606192    | 2.613  | 1.84E-03 |
| Bt.27254.2.S1_at   | <i>WNT2B</i>  | wingless-type MMTV integration site family, member 2B | NM_001099363 | -2.379 | 1.25E-02 |
| Bt.27254.1.A1_at   | <i>WNT2B</i>  | wingless-type MMTV integration site family, member 2B | NM_001099363 | -3.026 | 4.55E-03 |
| Bt.27155.1.A1_at   | <i>ZNF618</i> | similar to Zinc finger protein 618                    | XM_607030    | 2.093  | 2.97E-02 |
| Bt.20148.1.S1_at   | ---           |                                                       |              | 7.586  | 2.67E-02 |
| Bt.3311.1.S1_at    | ---           |                                                       |              | 5.194  | 1.42E-02 |
| Bt.3311.3.S1_at    | ---           |                                                       |              | 3.711  | 2.95E-02 |
| Bt.20074.1.S1_a_at | ---           |                                                       |              | 3.056  | 4.25E-02 |
| Bt.15895.1.A1_at   | ---           |                                                       |              | 2.296  | 1.70E-02 |
| Bt.18094.1.A1_at   | ---           |                                                       |              | 2.292  | 2.19E-03 |
| Bt.21543.1.S1_at   | ---           |                                                       |              | 2.287  | 6.93E-03 |

|                  |     |  |  |        |          |
|------------------|-----|--|--|--------|----------|
| Bt.22076.1.A1_at | --- |  |  | 2.200  | 3.66E-02 |
| Bt.26108.1.A1_at | --- |  |  | 2.133  | 2.04E-02 |
| Bt.21543.2.S1_at | --- |  |  | 2.127  | 7.01E-03 |
| Bt.13522.1.S1_at | --- |  |  | 2.117  | 2.83E-02 |
| Bt.17195.1.A1_at | --- |  |  | 2.088  | 3.84E-02 |
| Bt.22595.1.S1_at | --- |  |  | -2.840 | 3.46E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

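RNA of the bovine theca interna, taken after the granulosa cells had been scraped away, was measured on 19 single-channel Affymetrix bovine arrays: 5 small healthy follicles with rounded and 5 with columnar granulosa cells, 4 large healthy follicles and 5 small atretic follicles. Groups and replicate numbers were taken from the sample records and the paper, and every array column was used. The authors summarised the probes by RMA with quantile normalization in Partek and deposited log2 signals per probe set, rounded to 1 decimal. The submitters' processing notes give version 6.5 of Partek. Whether the 19 arrays were normalized together is not given in the sources used here. The paper and the sample records differ in the RNA reagents and the amount of RNA labelled. For atretic follicles the records name a RNAqueous Micro kit and 0.25 µg.

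Of the 24127 probe sets, 13317 have 1 gene symbol in the annotation given with the arrays, 86 have several and 10724 have none, and the symbols stand for 9156 genes. For 13282 of the probe sets with 1 symbol it could be looked up in a newer gene table, and 0 of these symbols had changed. A probe set with several symbols names no gene. Genes of Table S1 keep the names of the paper.

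A probe set was tested when its log2 signal was over 3 on at least 50% of the arrays of 1 follicle type. This left 15570 probe sets for the healthy follicles, 9663 of them with 1 symbol, for 7377 genes. Controls of the array were left out after a first fit with them in place, in which 134 probe sets were called between large and small follicles rather than 110. The choice of rounded, columnar and large as the follicle types was also made after the numbers of detected probe sets were seen. These were 15634 with the controls and 15570 without them. With the small follicles as 1 type they were 15551 with the controls and 15487 without them. When a signal of exactly 3 counted as detected they were 16058 with the controls and 15992 without them.

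Groups were compared with linear models and empirical Bayes moderation in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment over all tested probe sets. A probe set was called at an adjusted p under 0.05 and at least a 2-fold change. Large follicles were compared with the 10 small healthy ones, rounded with columnar follicles in a fit of the 3 healthy groups, and small atretic with small healthy follicles. Single values were also compared with exact permutation tests, two-sided, over the 1001 splits of 14 arrays, and array means with adjustment over 18 measures. Correlations used 100000 permutations.

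Gene lists were tested with camera at its preset correlation of 0.01, with an estimated correlation and with fry as alternatives, on 1 probe set per gene, the brightest. The adjusted p of camera is over the lists. There were 20 lists from general knowledge: granulosa, immune, endothelial, smooth muscle, fibroblast and fibrillar matrix, surface epithelial and erythroid markers, thecal steroidogenesis, cholesterol synthesis and uptake, basal lamina, interferon-stimulated, cell cycle, Wnt, TGFβ, heat shock, oxidative stress, immediate early, luteal, apoptosis, and vasoactive genes. The erythroid list had fewer than 3 measured members and was not tested. Several lists hold genes of Table S1, such as 4 for Wnt and 4 for fibroblasts and fibrillar matrix. The paper's values had been seen beforehand, so counts that include these genes are not independent evidence. With the genes of Table S1 left out, 8 lists were still called between large and small follicles. A further 6 lists hold the genes of the paper's Table 4 and Fig. 4, which the study chose on these follicles, and were adjusted among themselves; the result of 1 of them is not reported here.

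The genes named follow a rule. They are every gene the paper names as measured, whose values in the paper had been seen beforehand; the 10 called genes with the largest rise and the 10 with the largest fall not among these; and for each list the called members, or the 4 with the smallest p where fewer than 4 were called. For large against small follicles this gave 139 genes. Any other gene in the text was chosen after its values were seen. Such genes are the Wnt genes beyond this rule, NOS3, CAT, TGFB3, COL1A1, SPTBN1, C1QA, INHA, SERPINE2, GATM and HSD17B1.

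Each step was tested on simulated data. With 200 of 15570 probe sets changed between large and small follicles, 88.4% of the 2.5-fold changes, 100% of the 4-fold changes and 0% of the 1.5-fold changes were called. The shares for 2.5-fold changes were 87.3% between rounded and columnar follicles and 89.0% between atretic and healthy ones. For the latter 15470 probe sets were simulated. A list shifted by 0.5 was recovered, and 0 other lists were called. On the real arrays, 98 of the other splits of large and small follicles called at least 1 list at the preset correlation, with a median of 5. The arrays give no read depth, and their number limits the precision.

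Alternatives were other filters, thresholds and normalizations, the one-way ANOVA that the paper names with its results and tables, limma with array weights or a trend, 1 probe set per gene, the replicate number as a block, covariates for granulosa markers and for the difference between 3 prime and 5 prime control signals, other groupings, and each array left out. Figures were drawn with matplotlib 3.10.9. The qRT-PCR measurements, the pathway analyses and the granulosa cell arrays of the earlier study were not analysed here.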

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

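The interval put on the correlations below and the test over the steroidogenic genes were chosen only after the result was seen. So was the count of called probe sets without large replicate 2 and columnar replicate 1. The other tests were written beforehand. Of 408 groups of 4 or 5 arrays, over the named genes and array measures, 33 (8.09%) had an array standing apart from its group by Dixon's criterion. Chance gives this in about 1 in 20 groups, and rounding to 1 decimal adds ties. The array median, which the normalization fixes, and repeated entries of CYP19A1, INHBA and FST were dropped from the groups after a first count.

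Large replicate 2 had the highest CYP19A1, INHBA and FST of the large follicles, and columnar replicate 1 stood apart from the other columnar follicles for CYP19A1 (3.9 against 1.8 to 2.1) and INHBA (9.1 against 6.8 to 7.3). In large replicate 2 the 6 granulosa cell markers not used to notice this lay a median of 0.65 above the mean of the other large follicles, 5 of them higher, from -0.70 for GATM to 1.40 for HSD17B1. The most abundant of them were INHA (10.7 against 10.1) and SERPINE2 (10.6 against 9.87). A candidate explanation is therefore granulosa cells left in the theca despite the scraping, a hypothesis from the same data, and no biological explanation was tested. Without both arrays 59 probe sets were called between large and small follicles in place of 110.

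The mean of the 30 cell cycle genes ran from 5.85 to 7.62 among small healthy follicles and was lower in large ones, and columnar replicate 4 stood apart (5.85 against 7.11 to 7.62), also for CENPF (7.0 against 8.4 to 8.8). Dilution of theca cells by immune cells would lower the steroidogenic genes as well, but for 11 of 13 the 95% interval of the difference between large and small follicles lay wholly above -0.94, the median of the cell cycle genes. This argues against it as the whole cause of the size difference, although immune genes such as C1QA (7.60 against 7.03) and LAPTM5 (6.58 against 5.68) were abundant in large follicles. Over the 10 small follicles the cell cycle mean had r = -0.18 with granulosa markers (permutation p = 0.631; rho = -0.19, permutation p = 0.591; r = -0.36 without the 2 farthest) and r = -0.26 with immune markers (permutation p = 0.456; rho = -0.15, permutation p = 0.681; r = -0.02 without the 2 farthest), both with a permutation p of 0.631 adjusted over 2 relations. The first lies under the bound of 0.2 set beforehand against granulosa cells, but the intervals of -0.73 to 0.51 and -0.77 to 0.44 reach both sides of the bounds, so for the variation among these 10 arrays neither explanation can be excluded. For the size difference, granulosa cells in the small samples would go with lower granulosa markers in large follicles, whose mean was 0.37 higher (exact permutation p = 0.175), within the spread. That explanation, immune cells as a part of the cause, and follicle growth itself, which was not tested, stay open.

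Arrays of small atretic follicles, on which the paper does not report, differed from those of small healthy follicles at 569 probe sets. Columnar replicate 2 had 61.56% of probe sets detected (61.85 to 61.9 in the other columnar follicles), with low LHCGR at 2.8 (4.0 to 4.3) and CYP11A1 at 10.1 (10.4 to 10.5). Columnar replicate 5 had high LTBP2 at 2.9 (2.3 to 2.4), MFAP5 at 5.7 (3.9 to 4.3) and RARRES1 at 9.0 (7.2 to 7.7). Columnar replicate 3 had low FAM122B at 7.6 (8.3 to 8.4) and ZNF618 at 2.8 (3.2 to 3.3), and high DAPL1 at 2.5 (2.0 to 2.1). Columnar replicate 1 had low FRZB at 4.7 (5.7 to 6.1) and high TOP1 at 4.0 (3.3 to 3.5), and columnar replicate 4 low ADCY2 at 3.0 (3.8 to 4.0). Among rounded follicles, replicate 4 had low ADAMTSL4 at 3.4 (3.7 to 3.8), replicate 5 low FBXO32 at 2.6 (4.3 to 4.9) and replicate 2 high IL20RA at 4.1 (2.5 to 2.8). Large replicate 2 had high CAV1 at 5.3 (4.4 to 4.5) and CD55 at 7.0 (5.7 to 5.8). Large replicate 1 had low FAM114A1 at 2.6 (4.4 to 4.6), and large replicate 4 high CLDN11 on its dimmer probe set at 5.5 (5.2 in the others) and low GBP1 at 5.5 (6.0 to 6.1). Atretic replicate 5 had a high mean of endothelial markers, 6.646 (5.723 to 5.9), high CDC42EP3 at 5.7 (4.8 to 5.0), low HSP90AA1 at 6.2 (7.0 to 7.3) and low INSL3 at 10.0 (11.8 to 12.4). Atretic replicate 3 had high FSHR at 2.9 (1.4 to 1.6) and INHBA at 7.0 (5.3 to 5.7), and low RTP4 at 4.2 (4.9 to 5.1). Atretic replicate 1 had low CAV1 at 2.5 (3.0 to 3.2), and atretic replicate 2 low CLDN11 on its brighter probe set at 3.8 (7.3 to 8.5).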

How the results depend on the processing

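The tests with the control probe sets kept, with a signal of exactly 3 counted as detected, with small follicles as 1 type in the filter, and without the arrays with the highest CYP19A1, and the count of qRT-PCR genes with its alternatives (not the test of each gene), were chosen after the data were seen. The 110 probe sets called between large and small follicles became 557 with no fold threshold, 317 at 1.5-fold, 71 with the stricter filter, 63 with 1 probe set per gene, 54 with the paper's one-way ANOVA, 12 for large against rounded follicles only and 59 without the arrays with the highest CYP19A1 (large replicate 2 and columnar replicate 1). The fold thresholds change the size that a call needs, the stricter filter and the single probe set per gene the number of tests, and the arrays left out the number of samples; otherwise the cause was not tested. Large against columnar follicles only, with as many arrays as against rounded ones, gave 90, of which 65 were among the 110. Leaving out 1 array gave 54 (large replicate 4) to 162 (large replicate 1), with 70 and 72 without columnar replicates 1 and 2. The other settings gave 77 to 155 and stayed within 1.5 times, among them 134 with the control probe sets kept, 109 with a signal of exactly 3 counted as detected and 110 with small follicles as 1 type. Of 100 splits of these 14 arrays into 4 and 10, drawn from 1001 possible, only the real one gave 110, with 99 as the highest of the others. The splits not drawn could hold a higher count, so chance is made less likely but is not excluded. Between rounded and columnar follicles 0 were called under each alternative run, with 360 at an unadjusted p under 0.05 in limma, 416 in the paper's one-way ANOVA and 1478 with array weights. With a real count of 0, all 100 splits give at least as many by construction, so they say nothing about chance there. Of the others 1 split gave 127 and the rest 0, and whether it follows a structure of these samples was not tested. Between atretic and small healthy follicles the 569 calls became 4939 with no fold threshold, 1783 at 1.5-fold and 329 with 1 probe set per gene, and stayed within 1.5 times in the other settings, from 444 to 706 when 1 array was left out.

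The share of probe sets with a 2-fold change excluded, 91.12%, was 94.02% with no filter, 90.12% with the stricter filter, 89.7% with the paper's one-way ANOVA, 68.93% for a 1.5-fold change, and 88.23% (large replicate 2) to 92% when 1 array was left out. The share of variance that goes with follicle size, 20.9%, was 16.8% to 24.8% when 1 array was left out and kept its side of the threshold. The 8 gene lists called between large and small follicles were 0 with an estimated inter-gene correlation and 3 by fry, and 7 to 9 otherwise, with all 8 called in every fit that left out 1 array. Of 100 splits 19 gave 8 or more lists, the highest other being 12, so chance is not excluded for the number of lists. Of the other splits 98 gave at least 1 list, with a median of 5. Between atretic and small healthy follicles 3 lists were called, 0 with an estimated correlation, 6 with all probe sets, and 3 to 5 when 1 array was left out (5 without atretic replicate 1 or 3); 83 of 100 splits gave as many, the highest other being 12 and the median 5. The cause was not tested for these.

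Whether the replicate numbers pair the follicles was not settled, as no count expected by chance was computed. Deviations from the group means had correlations over 0.1 in 10 of 27 pairs with the same number, from -0.34 to 0.57, and in 11 of the 27 the array of the other group with the highest correlation was the one with the same number. With the replicate number as a block (replicate block), 77 probe sets were called, the excluded share was 92.94% and the share of variance 26.0%. Of 136 named values, 32 lost their call with the paper's one-way ANOVA, 20 with the block, 65 of 135 against rounded follicles only, 26 of 135 against columnar follicles only, 22 with granulosa markers as a covariate, 8 with median centring, 5 with 3 groups in 1 fit and 1 with a trend. The 136 and 135 include values not called in the main fit, which had no call to lose. The shares of the calls that were lost are therefore larger than these counts show. Over all fits that left out 1 array, 241 of 1898 values lost and 18 gained a call, and 0 called values changed sign in any setting. The 1898 also include values with no call to lose. All 9 genes measured by qRT-PCR had an exact p under 0.05, 7 to 9 when 1 array was left out and 7 against rounded follicles only. The arrays give no background signal apart from the filter at a log2 signal of 3, where 6070 values lie exactly at 3.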

Differences from the paper's values

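The removal of the control probe sets was chosen after a fit with them had been seen; the other settings named here were set before the data were examined. The paper's Table 2 has 7 probe sets lower in large follicles and 12 were called here. The paper's 71 higher and 7 lower do not add up to its total of 76, and its Table S1 lists 6 lower. Of the alternatives set before the data were examined, this differs by no more than 1.5 times with the stricter filter (8), the paper's one-way ANOVA (5), 1 probe set per gene (5), the block (5), the granulosa marker covariate (5), the covariate for 3 prime and 5 prime signals (7), 4 groups in one fit (10), 3 groups in one fit (9), large against columnar follicles only (7) and 11 of 14 fits without 1 array. It does not with no fold threshold (153), 1.5-fold (29), no filter (11), a trend (11), array weights (22), median centring (12), repeated quantile normalization (12), large against rounded follicles only (2), and without rounded replicate 1 (20), columnar replicate 5 (11) or large replicate 1 (17). The paper's Table 2 has 5 probe sets over 4-fold and 8 were called here. The difference is within 1.5 times with the paper's one-way ANOVA (5), 4 groups in one fit (5), and without columnar replicate 1 (6), 2 (6) or 4 (7) or large replicate 4 (4). It is larger in the other fits without 1 array and the other settings, among them 1 probe set per gene (3), large against rounded follicles only (3), large against columnar follicles only (9), the granulosa marker covariate (15) and the covariate for 3 prime and 5 prime signals (10).

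The paper's total is 76 probe sets and 110 were called here, which is within 1.5 times. With the control probe sets kept, as in the fit seen before their removal, it was 134, which is not. Without a fold threshold, at 1.5-fold, with array weights (155), the granulosa marker covariate (122), large against rounded follicles only (12), and without rounded replicate 1 (148) or large replicate 1 (162) it was also further apart. Several settings come nearer the paper's 76, such as the replicate block (77) and, without 1 array, columnar replicate 2 (72). The 76 fold changes of Table S1 and the 18 array values read by eye from Fig. 2 did not differ from those here.

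The paper lists KLF6 as higher in large follicles. It had a log2 fold change of 0.99 here and was not called, but was called without rounded replicate 1 (1.01), rounded replicate 2 (1.02), columnar replicate 1 (1.02) or large replicate 1 (1.34). The paper names WNT2B and LIPG as the only genes lower in large follicles where it describes its networks, while its Table 3 and Table S1 also list FAM122B and a probe set with 2 gene names as lower. WNT2B (-1.60 and -1.27), LIPG (-1.44) and FAM122B (-1.22) were called lower here, and so were VEGFA (-1.24), CXCL14 (-1.07) and SPTBN1, which these tables do not list as lower. The paper describes the reduction of cell division in large follicles as minor. Here 30 of 30 cell cycle genes had a lower mean in large follicles, with a median log2 fold change of -0.94, although 0 of them passed limma's test one by one. These genes vary together (estimated correlation 0.896), so the 30 are not independent. The list did not shift by camera with that correlation (adjusted p = 0.430). Their mean per array had an exact permutation p of 0.0529, or 0.119 adjusted over 18 measures. The paper describes a higher oxidative stress response through HSP90AA1, CAV1 and CRYAB. All 3 had a called probe set here, but the brighter probe set of HSP90AA1 was at -0.11. Of the 25 genes in the oxidative stress list used here 1 was higher, CAV1. That list leaves out HSP90AA1 and CRYAB and is not the gene set of the paper's pathway analysis, so this count does not test that analysis.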

Other observations

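The comparisons of small atretic with small healthy follicles were planned, whereas the simulation of shared calls and the tests on the poly-A and hybridization controls were chosen only after the result was seen. In atretic follicles, which are degenerating, 19 of 19 measured immune cell markers were higher and 30 of 30 cell cycle genes were lower than in small healthy follicles at an adjusted p under 0.05 from limma, although neither list shifted with an estimated correlation (adjusted p = 0.470 each). GPNMB, a glycoprotein of macrophages, had a log2 fold change of 3.89 (SE 0.69, adjusted p = 0.00203 from limma), C1S, a complement protease, one of 2.82 (SE 0.43, adjusted p = 0.00143) and CD68, a lysosomal protein of macrophages, one of 2.70 (SE 0.46, adjusted p = 0.00187). LGALS3, galectin-3, and CD14, a receptor for endotoxin, had 2.28 and 2.24. PCLAF, which binds PCNA, fell by 2.83 (SE 0.46, adjusted p = 0.00157), CCNB1, a mitotic cyclin, by 2.81 (SE 0.48, adjusted p = 0.00188) and BIRC5, survivin, by 2.50 (SE 0.40, adjusted p = 0.00156). Of 15470 probe sets 322 were called higher and 247 lower, for 182 and 166 named genes. Of 100 splits of these arrays, drawn from 3003 possible, only the real one gave 569 calls, the highest other being 423. As the other splits were not run, chance is made less likely but is not excluded. The records name another RNA kit and amount for atretic than for healthy follicles, so atresia and RNA preparation cannot be told apart in these values. On the atretic arrays the percentage of probe sets detected differed from that of the small healthy ones by -0.40 (exact permutation p = 0.00932) and the hybridization controls by 0.18 (exact permutation p = 0.0153), both unadjusted.

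Of 19 immune cell markers, all 19 were higher in atretic follicles, also when adjusted over the list alone, and 13 were called (camera, adjusted p = 6.93e-11). Of 30 cell cycle genes, all 30 were lower, also when adjusted over the list alone, and 26 were called (adjusted p = 1.36e-16). Of 22 immediate early genes, 13 were higher (16 higher and 1 lower when adjusted over the list alone), with FOS at 1.64 and CEBPD at 1.70 (adjusted p = 2.15e-05). With an estimated correlation each of the 3 lists had an adjusted p of 0.470. CYP11A1, which begins steroid synthesis, fell by 1.31 (SE 0.29, adjusted p = 0.00529), but the 13 genes of thecal steroidogenesis did not shift as a list (adjusted p = 0.223; 1 higher and 2 lower). The other lists did not shift either, with adjusted p from 0.0706 for cholesterol synthesis and uptake, of which 4 of 14 genes were lower, to 0.966 for oxidative stress, of which 5 of 25 were higher and 6 lower. In that last list HMOX1, heme oxygenase, was at 1.27 and GPX3, a secreted glutathione peroxidase, at 1.75, a size that is uncertain because its mean in small healthy follicles, 2.33, lay below the log2 signal of 3 of the detection filter. When 1 array was left out, the cholesterol list passed without atretic replicate 1 (adjusted p = 0.0384) or 3 (0.00107), rounded replicate 2 (0.0481), 3 (0.0277) or 5 (0.0388), or columnar replicate 2 (0.0351), the fibroblast list without atretic replicate 1 (0.0478) and the steroidogenic list without atretic replicate 3 (0.0472). Of the lists from the study's Table 4 and Fig. 4, those of decitabine and both networks (adjusted p = 0.0258 each) and of IFNG (adjusted p = 0.0490) shifted up and that of IL1RN did not (adjusted p = 0.0632). With an estimated correlation their adjusted p lay between 0.168 and 0.246. The calls of decitabine and both networks were lost without atretic replicate 3 (adjusted p = 0.0538 each) or 5 (0.0522 each), and those of decitabine and network B also without atretic replicate 4 (0.0508 and 0.0588). IFNG kept its call in 6 of 15 fits without 1 array. It lost it without atretic replicate 1, 3, 4 or 5 (adjusted p = 0.0512, 0.0832, 0.0588 and 0.0522), rounded replicate 1, 2 or 3 (0.0621, 0.0520 and 0.0508) or columnar replicate 3 or 4 (0.0671 and 0.0580), whereas IL1RN passed without atretic replicate 2 (0.0258) or columnar replicate 5 (0.0473). Between atretic and large follicles 0 of 15326 probe sets passed an adjusted p under 0.05 in limma, with 2763 at an unadjusted p under 0.05, the only test run on them.

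Both comparisons share the small healthy arrays. Over 15722 probe sets their log2 fold changes had a correlation of 0.672 across probe sets and a covariance of 0.0963, where 100 simulations without any effect gave mean values of 0.228 and 0.00746, a difference of 0.0889 in covariance. The simulated correlations ran from -0.55 to 0.847, a range that holds the observed one, and the simulated covariances from -0.0175 to 0.0438, below the observed one. With rounded follicles as the controls of one comparison and columnar ones of the other the correlation was 0.684 and 0.534. Of probe sets tested in both, 27 were called higher in both and 5 lower in both, where independent lists, which leave out the shared arrays, would share 1.84 and 0.194. In 100 further simulations that keep the shared arrays and hold no effect, 0 probe sets were called higher in both or lower in both in any simulation, as few were called at all (means of 1.29 and 2.43 for the 2 comparisons), and their correlations ran from -0.62 to 0.835. The excess over either value is not an estimate of a shared effect.

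In large against small healthy follicles, of 9 luteal and LH-surge genes 2 were higher (RGS2 and TIMP1) and 1 was lower (VEGFA), also when adjusted over the list alone (camera, adjusted p = 0.935; median 0.04, mean -0.05). Of 14 apoptosis genes 0 were higher or lower, also when adjusted over the list alone (adjusted p = 0.682).

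Poly-A control transcripts, added to the RNA before labelling, were higher on large than on small healthy arrays at all 12 probe sets, by a median of 1.35 (1.03 to 1.89), and 11 of them had every large array above every small one. Controls added at hybridization differed by a median of 0.20 over 9 probe sets (-0.03 to 0.285), which argues against a shift of all spiked transcripts on the array. A candidate explanation is an amount of RNA or a labelling step that differed with follicle size, which the 1.35 would follow. The records name other RNA reagents for large than for small healthy follicles, so it cannot be told apart from follicle size. How far this could move the values of thecal genes was not tested.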
